# Single-cell atlas of photoaged skin reveals JAK-STAT blockade as a strategy to reverse dermal remodeling

**DOI:** 10.3389/fimmu.2026.1748123

**Published:** 2026-07-01

**Authors:** Mingwang Zhang, Yuanyuan Liu, Cheng Yang, Chenhui Wang, Yurui Zou, Kai Luo, Haima Li, Rongya Yang

**Keywords:** fibroblast, JAK-STAT signaling, ruxolitinib (JAK1/2 inhibitor), SASP, single-cell RNA sequencing (scRNA-seq), skin photoaging, ultraviolet (UVA/UVB)

## Abstract

**Introduction:**

Chronic ultraviolet (UV) exposure superimposes inflammatory and matrix-degenerative insults on intrinsic aging to produce cutaneous photoaging, yet the cell-type-resolved circuits and druggable nodes driving this process remain poorly defined.

**Methods:**

Chronic We established a chronic UVA+UVB-induced mouse model of photoaging and performed single-cell RNA sequencing of control, UV-exposed, and UV + ruxolitinib-treated dorsal skin to map photoaging and therapeutic response at cellular resolution.

**Results:**

Chronic Across 14 major lineages, UV exposure preserved overall cellular composition but induced a coordinated transcriptional network shift, marked by activation of JAK–STAT/IRF/AP-1-driven inflammatory and oxidative-stress programs and suppression of developmental, DNA-repair, and differentiation modules. Fibroblast reclustering resolved eight states and identified a papillary-to-reticular transitional continuum with the highest transcriptional burden, integrating senescence-associated secretory phenotype and extracellular-matrix disassembly signatures and skewing pseudotime toward late, terminal states. Topical JAK1/2 inhibition with ruxolitinib attenuated clinical and histological photoaging phenotypes, restored collagen and elastic fiber architecture, and rebalanced fibroblast trajectories by suppressing inflammatory/stress pathways while reactivating basement-membrane, extracellular-matrix, adhesion, and wound-healing programs. Cross-lineage analysis further revealed reversal of conserved stress–metabolic axes, including *Hmox1*, *Gpx3*, *Ucp2*, and *Nr4a2*, restoration of structural–matrix programs involving Dcn, Gsn, and Nup210l, normalization of aging regulators such as *Cdkn1a* and *Trp53*, and re-establishment of dermal–epidermal crosstalk through collagen IV–syndecan and fibronectin/laminin–CD44/αvβ1 signaling.

**Discussion:**

Chronic These findings identify transitional fibroblasts as central executors of UV-driven dermal remodeling and support JAK1/2 inhibition as a network-level strategy to restore dermal–epidermal homeostasis in photoaged skin.

## Introduction

Skin, the body’s largest barrier organ, undergoes multifactorial decline with age, coupling intrinsic programs (stem-cell exhaustion, genomic instability, and epigenetic alterations) to lifelong environmental insults (1, 2). Among these, chronic ultraviolet (UV) exposure is dominant: it superimposes persistent, low-grade inflammation and matrix degeneration on intrinsic aging to yield the clinical syndrome of photoaging, including wrinkling, laxity, dryness, desquamation, and impaired repair (2–4). While these hallmarks are well recognized, how distinct cutaneous cell types and their interactions encode photoaging, and which nodes are tractable to intervention, remains unresolved because bulk assays blur cellular heterogeneity and obscure cross-layer communication. Single-cell RNA sequencing (scRNA-seq) overcomes these limitations by resolving cell-type programs, lineage dynamics, and intercellular signaling within native tissue (5, 6). Yet causal dissection in humans is constrained by heterogeneous UV exposures and limited experimental control. A chronic UVA+UVB induced photoaging mouse model therefore provides a controlled platform to map the cellular architecture of photoaging and to test targeted interventions at single-cell resolution.

Here, we combined a photoaging model with scRNA-seq to chart the photoaged skin ecosystem. We identified 14 major cell classes and resolved eight fibroblast (FB) subpopulations, revealing cross-lineage reprogramming characterized by up-regulated inflammatory/oxidative-stress modules and broad suppression of developmental and differentiation programs. Transitional fibroblasts (FB2–FB3) emerged as a papillary-to-reticular bridge that amplified JAK-STAT/IRF/AP-1 signaling, whereas papillary subsets showed widespread functional suppression, implicating a layered response in which the papillary dermis is first debilitated and transitional FBs then drive matrix breakdown and reticular remodeling.

Motivated by the prominence of JAK-STAT activity across fibroblasts and keratinocytes, we tested topical JAK1/2 inhibition (ruxolitinib) as a network-level perturbation. At the tissue level, ruxolitinib attenuated epidermal hyperplasia, dermal inflammation, and senescent-cell burden. At the single-cell level, it produced a directional rescue: dampening JAK-STAT/IRF/AP-1 modules and stress/senescence-associated secretory phenotype (SASP) signatures while restoring extracellular-matrix (ECM), dermal–epidermal junction (DEJ), adhesion, and wound-healing programs, with the strongest effects concentrated in FB2–FB3. Ligand–receptor analysis further indicated re-established dermal–epidermal crosstalk (e.g., collagen IV–syndecan), mechanistically linking transcription-factor rewiring to DEJ stabilization and collagen reorganization. Collectively, our study closes the loop between a disease driver (the JAK-STAT axis) and an actionable intervention (JAK1/2 blockade), localizes efficacy to transitional fibroblasts, and outlines a cell-resolved framework for anti-photoaging therapy centered on inflammation control and ECM/DEJ reconstruction.

## Results

### Single-cell profiling identifies 14 skin cell types and structural changes in photoaged mouse skin

We established a chronic UVA+UVB mouse model of cutaneous photoaging (**Figure 1A** and **Supplementary Figure 1A**). Repeated irradiation elicited overt photoaging in dorsal skin, including coarse texture, wrinkling, dryness, mottled hyperpigmentation, and reduced recoil (**Supplementary Figure 1B**). Histologically, UV exposure produced epidermal thickening with compact hyperkeratosis and occasional “sunburn cells” (apoptotic suprabasal keratinocytes), as previously reported (7). The dermal collagen network was disorganized and fragmented, replacing the fine fibrillar architecture seen in controls. The upper dermis showed prominent neutrophil and lymphocyte infiltration (**Figure 1B**, **Supplementary Figure 1C**) (8). Senescent cells accumulated with UV irradiation: p16^INK4a^+ cells increased in both epidermis and dermis, frequently adjacent to fragmented collagen and just beneath the DEJ (**Figure 1C**). qRT-PCR confirmed the UV irradiation-triggered damage and inflammation: Il6, Il1b and H2ax were increased, whereas Tgfb1 decreased (**Supplementary Figure 1D**). The above results indicate that UV-induced DNA-damage responses and cell-cycle suppression extend from the epidermis into the superficial dermis, with concurrent inflammatory activation, consistent with the manifestations of photoaged skin.

**Figure 1:**
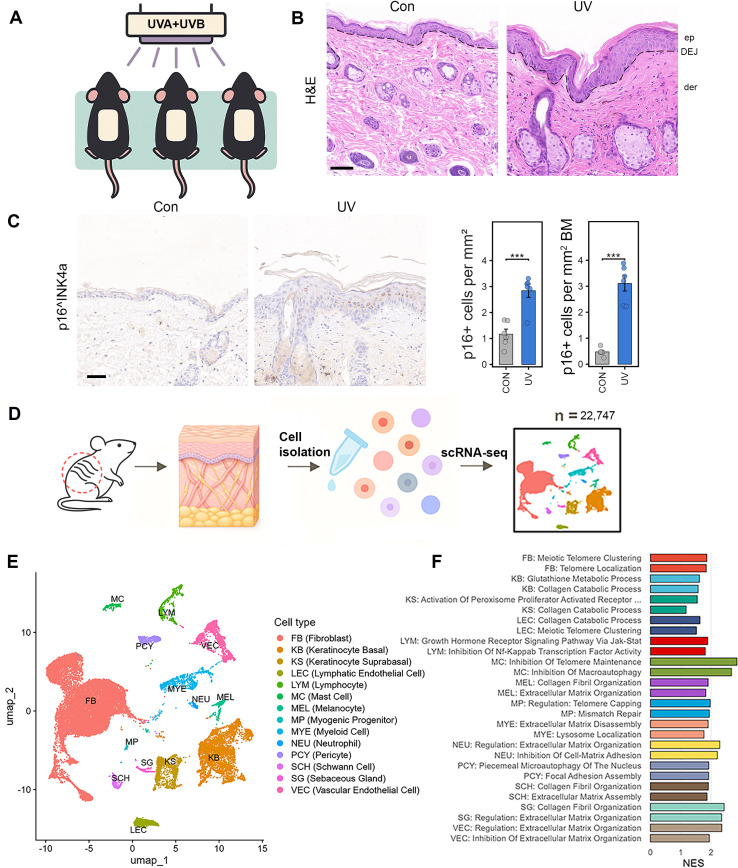
Cellular taxonomy and tissue remodeling in murine photoaging. **(A)** Experimental paradigm for chronic UV exposure to induce cutaneous photoaging in mice. **(B)** Hematoxylin and eosin staining of dorsal skin. Scale bar, 50 µm. **(C)** Left: p16^INK4a staining. Scale bar, 50 µm. Right: quantitative morphometry: p16^+ cells per mm² dermis, and p16^+ cells per mm basement membrane (BM). Statistics as in **(B)**. **(D)** Single-cell RNA-seq workflow. Murine dorsal skin was enzymatically dissociated; captured single cells were profiled by scRNA-seq and processed through a standardized bioinformatics pipeline. **(E)** UMAP embedding resolving 14 transcriptionally distinct clusters corresponding to major skin lineages: fibroblast (FB), basal keratinocyte (KB), suprabasal keratinocyte (KS), lymphatic endothelial cell (LEC), vascular endothelial cell (VEC), pericyte (PCY), sebaceous gland (SG), melanocyte (MEL), mast cell (MC), lymphocyte (LYM), myeloid cell (MYE), Schwann cell (SCH), myogenic progenitor (MP), and neutrophil (NEU). **(F)** Top Gene Ontology Biological Process (GO-BP) enriched in UV group per cell type.

To resolve cell-type-specific changes underlying these phenotypes, we performed scRNA-seq on control and UV-exposed skin. 

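Single-cell suspensions of dorsal skin were profiled in 1 library per condition, CON without irradiation and UV after 12 weeks of UVA and UVB. For each library the authors deposited a matrix of UMI counts, where a UMI is a molecular tag that marks 1 captured transcript, for 32285 genes and the cells called by Cell Ranger against mm10 (GRCm38). The counts were not normalized, and the matrices still held cells outside the filters of the study. The CON matrix held 13170 cells and 165337289 UMIs, and the UV matrix 12411 cells and 133972374 UMIs. Median depth was 6941 UMIs and 2570 genes per cell in CON, against 7154 UMIs and 2571 genes in UV. Cells of 1 library are not replicates of a condition, so a difference between CON and UV has no replicate check, and no test or p-value is given. Intervals are exact 95% intervals, Clopper-Pearson for shares of cells and Poisson for summed UMIs, and cover counting error only. For each lineage the UMIs of its cells were summed per library and scaled to the total of that sum (CPM), and 2 libraries were compared by the log2 ratio of these values with 0.5 UMI added to each sum. Over all retained cells, the Y-linked gene Ddx3y had 110 CPM in CON and 116 CPM in UV, and Xist had 0.0924 and 0.120 CPM.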

After rigorous quality control, 22,747 cells were retained (**Figure 1D**). 

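Cells with at least 200 detected genes and at most 10% of UMIs from mitochondrial genes were kept, which left 12046 cells of CON and 11359 of UV. The cells with the highest Scrublet doublet scores, 1269 in CON and 1128 in UV, were then removed at a rate of 0.8% per 1000 cells. The resulting 10777 CON and 10231 UV cells, 21008 together, had a median of 7530 and 7658 UMIs. Leaving out the doublet step gave 23405 cells, and a stricter filter of at least 500 genes and at most 5% mitochondrial UMIs gave 18298.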

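Cells of CON, UV and the ruxolitinib library (Rux) were clustered together, and a cluster was named after a lineage when at least 3 marker genes fixed beforehand were detected in it and the markers of 1 lineage led those of every other lineage. Named clusters are called FB-like, KB-like and so on, since their names rest on markers alone. The 9 clusters whose markers did not separate lineages stayed unnamed, with 30.8% (29.9% to 31.6%) of CON cells and 22.0% (21.2% to 22.8%) of UV cells. Of these, 2 clusters between KB and hair-follicle markers held 5.37% and 5.32% of CON against 4.11% and 2.60% of UV cells, and 1 between KB and KS markers 4.70% against 2.33%. A cluster with few UMIs per cell between KB and FB markers held 4.16% against 0.606%, 1 between VEC and PCY markers 0.714% against 1.77%, and 1 between SG and KB markers 0.585% against 0.684%. No lineage stood out in 2 others, with 2.37% and 2.16% of CON against 3.00% and 0.723% of UV cells. The last, low in UMIs and led by Mgp and Gdf10, genes named after their values were seen, held 5.38% of CON and 6.17% of UV cells. Outside the lineages of the study, hair-follicle-like cells made up 2.70% of CON and 4.40% of UV cells, skeletal-muscle-like cells 1.39% and 0.293%, and erythrocyte-like cells 0.102% and 0.352%.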

Uniform Manifold Approximation and Projection (UMAP) revealed 14 robust clusters corresponding to major cutaneous lineages, annotated by canonical markers: fibroblast (FB; Col1a1, Col3a1), basal keratinocyte (KB; Krt14, Krt5), suprabasal keratinocyte (KS; Krt1, Krt10), lymphatic endothelial cell (LEC; Lyve1, Prox1), lymphocyte (LYM; Cd3d, Cd3e), mast cell (MC; Cpa3, Kit), melanocyte (MEL; Tyr, Dct), myeloid cell (MYE; Lyz2, C1qa), myogenic progenitor (MP; Pax7, Myod1), neutrophil (NEU; S100a8, S100a9), pericyte (PCY; Pdgfrb, Acta2), Schwann cell (SCH; Plp1, Mpz), sebaceous gland (SG; Scd1, Cidea), and vascular endothelial cell (VEC; Pecam1, Cdh5) (**Figure 1E**, **Supplementary Figures 1E–G**).

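Each of the 14 lineages had cells in both libraries. FB-like cells made up 31.3% (30.4% to 32.2%) of the cells in CON and 48.6% (47.6% to 49.6%) in UV. KB-like cells fell from 10.9% (10.3% to 11.5%) to 4.47% (4.07% to 4.89%), and KS-like cells from 264 cells, or 2.45% (2.17% to 2.76%), to 22 cells, or 0.215% (0.135% to 0.325%). Among the UV KB-like cells, 19 came from the cluster of interfollicular basal cells that held 467 cells of CON, 71 came from a cluster of dividing basal cells, and the others came from 3 clusters led by Lgr5, Lhx2 or Sox9, genes named after their values were seen. Ratios of UV over CON in KB-like cells therefore also carry this change of mix. Shares of MEL-like cells went from 1.48% to 0.586% and of MP-like cells from 1.45% to 0.528%, while MC-like cells rose from 0.575% to 1.65%. Shares of LYM-like cells, 2.40% and 2.34%, and of MYE-like cells, 2.56% and 2.42%, had overlapping intervals. Within the LYM-like cells, a cluster led by Trdc, named after its values were seen, held 95 cells of CON and 2 of UV, so it is a cluster of 1 library. The KS-like share of CON moved most between settings, to 0.130% against 0.147% in UV at a clustering resolution of 0.8, where an unnamed cluster between KB and KS markers held 716 cells of CON. Without doublet removal it was 0.174% in CON and 0.141% in UV, so the number of cells with this name depended on the clustering. Naming cannot change Krt10 over all cells, and its log2 ratio of UV over CON was −2.95. That value, looked at after the shares were seen, argues against naming alone as the reason for the fall. At the resolution of 0.8 and under the strict filter, 13 lineages had cells in both libraries.

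**Figure D1:**
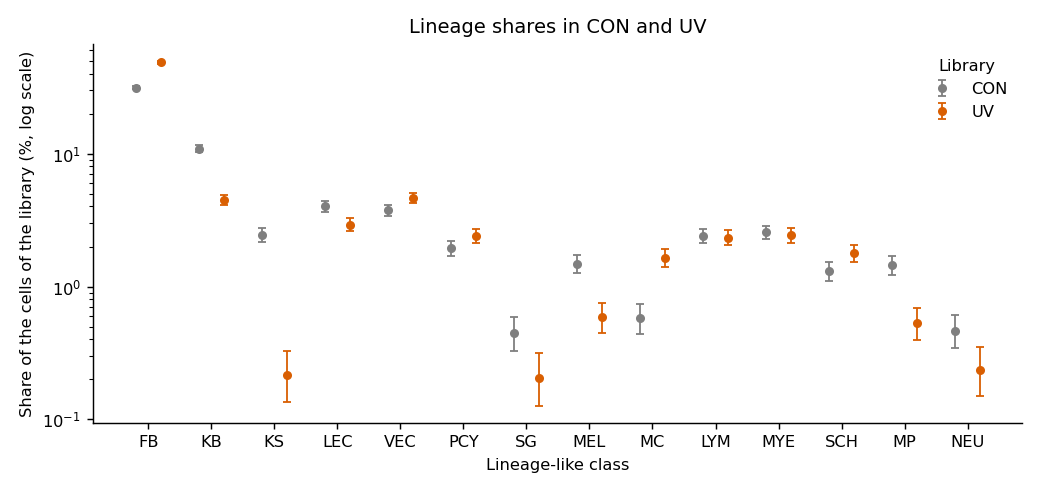
Share of the cells of each library in each lineage-like class, in percent on a log scale, for CON (grey) and UV (orange). Points are shares and bars are exact 95% binomial intervals; KS-like cells show the widest distance between the libraries, 2.45% in CON and 0.215% in UV.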

Notably, cellular composition was broadly preserved with photoaging: all 14 lineages were present in both groups, and their relative abundances remained comparable (**Supplementary Figure 1H**). Thus, in this model, chronic UV does not extinguish or create major cell classes; however, it may rewire the functional programs within existing populations. 

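Gene lists for each program were written before the data were examined, and a list was summarised by the median log2 ratio over its genes with a mean of at least 10 CPM. Its percentile among 10000 random lists of the same size, matched on mean expression, describes these libraries only. In FB-like cells the median over all 8381 genes lay at −0.11, so list values are also given relative to that shift, while ratios of single genes are given without that subtraction. The ECM-disassembly list (19 genes) had a median log2 ratio of UV over CON of 0.15 (0.12 to 0.21) in FB-like cells, 0.26 relative to all genes and percentile 96.7. Its median was 0.24 in KB-like cells, 0.16 in VEC-like cells and 0.09 in PCY-like cells, at percentiles 98.0, 94.8 and 77.1. It was above 0 in 7 of the 8 lineages with at least 100 cells in every library. The adhesion list was above 0 in all 8, with 0.26 in FB-like, 0.40 in KB-like, 0.22 in VEC-like and 0.21 in PCY-like cells. Of the matrix-degrading enzymes in FB-like cells, Mmp3 (ENSMUSG00000043613, chromosome 9, 7445822 to 7455975) rose from 248 CPM (242 to 254) to 392 CPM (386 to 398), a log2 ratio of 0.66 (0.62 to 0.70). The log2 ratio was 0.15 for Mmp2, −0.22 for Mmp13, −0.32 for Mmp14 and −0.35 for Ctsk. For Mmp13 it lay above 0 without doublet removal and with equal weight per cell. It did so too with the low-UMI cluster led by Mgp and Gdf10 added, a setting chosen after seeing the values. In MYE-like cells Mmp13 had 1 UMI in CON and 1125 in UV, a log2 ratio of 9.45 (7.55 to 15.34). Scaling the libraries by the median of ratios moved the ECM-disassembly list of FB-like cells most, to 0.29.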

UV exposure enriched ECM-catabolic and adhesion/organization programs across keratinocytes, fibroblasts, endothelium, and pericytes-coherent with canonical matrix metalloproteinase (MMP)-driven matrix breakdown that underpins dermal photoaging (**Figure 1F**). Concurrently, immune/stromal compartments tilted toward inflammatory JAK-STAT and lysosome-autophagy biology, while parenchymal lineages engaged antioxidant and genome-maintenance responses, in line with established UV-induced oxidative and DNA-damage pathways.

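The JAK-STAT list had a median log2 ratio of −0.10 in MYE-like cells, 0.01 relative to all genes, and was above 0 under median-of-ratios scaling (0.02). In LYM-like cells it was 0.02. Both medians lay within the middle of matched random lists, at percentiles 50.8 and 66.6, and the list was above 0 in 4 of the 8 lineages. The lysosome-autophagy list was 0.10 (0.04 to 0.19) in MYE-like cells, at percentile 98.8, and above 0 in 7 of 8 lineages. The oxidative-stress list, which holds the antioxidant enzymes, was above 0 in 7 of 8, with 0.23 in FB-like cells and 0.18 in KB-like cells, at percentiles 99.3 and 98.9. Hmox1 was the gene with the highest log2 ratio in FB-like cells, 3.05 (2.97 to 3.14), among 3400 genes with a mean of at least 50 CPM; it lies on chromosome 8 from 75093621 to 75100589 (ENSMUSG00000005413). Txnrd1 reached 0.78 and Gpx3 0.37 in the same cells.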

### Gene expression dynamics of photoaging at single-cell resolution

To delineate cell type-specific transcriptional reprogramming in photoaged skin, we identified differentially expressed genes (DEGs; logFC > 0.25; p adj < 0.05) between UV-exposed and control samples across all major skin lineages (**Figure 2A, B**; **Supplementary Figure 2A**). Fibroblasts exhibited the most extensive perturbation, with 1,207 genes up-regulated and 3,055 genes down-regulated in UV (total 4,262), underscoring fibroblasts as the principal responders to cutaneous photoaging. 

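To compare lineages at equal numbers of cells, 100 cells per library were drawn at random 20 times from each lineage, and the median absolute log2 ratio was taken over genes with a mean of at least 100 CPM. FB-like cells reached 0.283, between 0.239 and 0.335 over the draws, against 0.169 between 2 disjoint draws of CON cells. Of the 9 lineage-like classes with enough cells, LYM-like cells ranked first at 0.294 (0.268 to 0.324) and FB-like cells second, and these ranges overlapped. Without the cluster led by Trdc, a choice made after seeing the data, LYM-like cells fell to 0.232 and FB-like cells ranked first. With the same number of UMIs drawn from each class, chosen likewise, LYM-like cells had 0.411 and FB-like cells 0.402, again ranks 1 and 2. At equal numbers of cells alone, KB-like cells ranked 7 at 0.235. A lower minimum of 20 CPM put FB-like cells at 0.341 and rank 3. Beside Hmox1, the 10 genes of FB-like cells with the highest log2 ratios included Sntg1 (2.98), Cxcl13 (2.73), Arhgap20 (2.56), G530011O06Rik (2.39), Ampd3 (2.25), Prg4 (2.15), Sult1e1 (2.13) and Cx3cr1 (1.96). The lowest were Cdh4 (−2.38), a Ccl19 gene with a near-identical copy (−2.32), Nr4a2 (−1.89), Tex14 (−1.88), Igfbp2 (−1.81), Gadd45b (−1.73), Hes1 (−1.71), Ccnd1 (−1.69), Irf1 (−1.61) and Tmem150c (−1.57).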

Notably, 67.5% of fibroblast UV-up genes were fibroblast-specific, consistent with directional activation of a focused stress/inflammatory program, whereas 55.9% of UV-down genes were shared across cell types, indicating convergent, cross-lineage repression (**Figure 2A, B**; **Supplementary Figure 2A**). 

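Whether the largest changes of FB-like cells were shared was measured on the 200 genes with the highest and the 200 with the lowest log2 ratio in these cells, without a threshold on significance. The 200 highest genes, with a median of 0.93 in FB-like cells, had a median of 0.36 in KB-like cells, 0.33 in LEC-like, 0.25 in PCY-like, 0.21 in VEC-like, 0.13 in SCH-like, 0.09 in MYE-like and 0.07 in LYM-like cells. In KB-like cells 122 of the 158 that passed the filter there were above 0. The 200 lowest genes, with a median of −0.80, had medians of −0.39 in LEC-like, −0.35 in MYE-like, −0.34 in LYM-like, −0.25 in PCY-like, −0.14 in VEC-like and −0.06 in SCH-like cells, but 0.08 in KB-like cells. No correction was made for free RNA of fibroblasts in the other lineages.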

Pathway enrichment further revealed a coherent skin-wide signature, with inflammation and oxidative stress up-regulated, tissue development/differentiation broadly repressed, and fibroblasts and keratinocytes as the dominant effector compartments (**Figure 2C**). 

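The inflammation list (20 genes) had a median log2 ratio of −0.05 (−0.08 to 0.00) in FB-like cells, 0.06 relative to all genes, and 0.09 under median-of-ratios scaling. It was 0.47 (0.43 to 0.51) in KB-like cells, at percentile 99.99, and above 0 in 3 of 8 lineages. The mix of clusters in KB-like cells also differed between CON and UV. For the keratinocyte-differentiation list the median was −0.10 in KB-like cells, at percentile 24.8, and −0.15 in the 22 KS-like cells of UV. Its sign in KB-like cells changed without doublet removal (0.39) and without the CPM minimum (0.08). In KS-like cells it was 0.81 without doublet removal and 0.71 with equal weight per cell.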

Concordantly, DNA damage-repair genes were significantly reduced in fibroblasts and basal keratinocytes in photoaged skin (**Supplementary Figure 2B**) (**Table 1**), aligning with the canonical photoaging axis of functional decline coupled to chronic, low-grade inflammation (inflammaging).

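Of the genes that the paper lists for DNA repair and related functions in Table 1, 20 passed the CPM minimum in FB-like cells, and their median log2 ratio was −0.28 (−0.35 to −0.20), −0.17 relative to all genes and percentile 0.430. In KB-like cells 23 genes had a median of 0.10 (0.01 to 0.15) at percentile 93.5, and it fell below 0 without doublet removal (−0.05). A list of core repair enzymes alone had a median of −0.24 (−0.38 to −0.17) in FB-like cells. That lay at percentile 22.0 of matched random lists, so the fall was not unusual for genes of such expression. In KB-like cells the list had −0.27 (−0.37 to −0.20) at percentile 0.24, with 25 of 31 genes lower in UV. Among genes of the paper's list, Cdkn1a fell from 434 to 222 CPM in FB-like cells and rose from 136 to 293 CPM in KB-like cells. The mix of clusters changed in both classes.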

**Figure 2:**
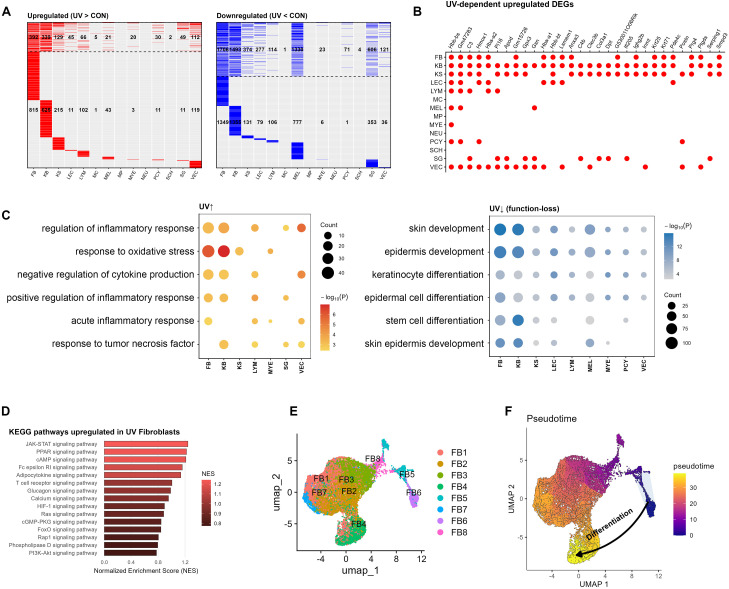
Systems-level remodeling of lineage programs and fibroblast state dynamics in murine photoaging. **(A)** Global landscape of differential expressions across skin lineages after UV exposure. Heatmap partitions UV-induced differentially expressed genes (DEGs) into up-regulated (left, red) and down-regulated (right, blue) modules for each cell type (columns); grey, non-significant. The upper tier (above dotted line) denotes DEGs shared by ≥2 lineages, whereas the lower tier captures lineage-restricted changes. **(B)** Cross-lineage convergence of photoaging signatures. Dot plots highlight representative shared DEGs. UV-upregulated genes present in ≥3 lineages. **(C)** Lineage-resolved functional enrichment. Dot plots summarize GO-BP terms associated with UV-responsive programs across cell types; left, terms derived from up-regulated DEGs; right, terms from down-regulated DEGs. Dot size reflects DEG counts; color intensity reflects enrichment *p*-value. **(D)** Bar plot of fibroblast-centric KEGG pathway activation. **(E)** UMAP plot of fibroblasts subtypes. **(F)** State transitions along fibroblast trajectories. Pseudotime ordering delineates progressive shifts in fibroblast states, with cells colored by inferred pseudotime.

**Table 1:** Curated marker and functional gene sets used for fibroblast subset annotation and pathway/module analyses. Papillary and reticular fibroblast marker genes were used to assign dermal fibroblast identities, while the DNA damage/repair and senescence-associated gene set was used to evaluate UV-induced cellular stress, inflammatory activation, oxidative stress, apoptosis, cell-cycle regulation, and telomere-related responses.

papillary genes	Dpp4, Lef1, Efemp1, Wif1, Col6a6, Col18a1, Crabp1
reticular genes	Mfap5, Lox, Sfrp4, Col11a1, Comp, Dcn
DNA repair	Cdkn1a, Cdkn2a, P53, Gadd45a, Rad51, Xpc, Il6, Il1b, Tnf, Tgfb1, Ccl2, Mmp9, Mmp13, Sod1, Sod2, Nrf2, Hmox1, Prdx1, Bax, Bcl2, Casp3, Casp9, Puma, Fas, Fasl, Cdkn1a, Cdkn2a, CyclinD1, Rb1, Cdk4, Tert, Terc, Ttelomere, Trf1

As aging elevates transcriptional noise, we quantified cell type-wise coefficients of variation (CV) (9). 

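The CV was taken per gene across cells and summarised by its median over genes, with 100 cells per lineage and library and every cell thinned to 2000 UMIs, since a CV depends on depth and on the number of cells. FB-like cells of UV had a median CV of 2.28, rank 6 of 9 classes, and MYE-like cells the highest at 2.35. All 9 classes lay close together, with LEC-like cells lowest at 2.19. Genes entered from a mean of 0.1 UMI per cell, where counting noise makes up much of a CV. The ranks therefore say little about heterogeneity of expression between classes. The draws of FB-like cells, 2.26 to 2.29, overlapped those of KB-like cells at rank 5, 2.28 to 2.32, so the exact rank is uncertain. They did not reach those of MYE-like cells, 2.32 to 2.37. In CON the value was 2.30 for FB-like cells, rank 4 of 11. Without thinning and over all cells, FB-like cells had 2.38 in UV and 2.39 in CON, and MC-like cells led in UV at 2.89.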

Fibroblasts displayed the highest CV, indicating amplified expression heterogeneity (**Supplementary Figure 2C**). 

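The SASP list (34 genes above the CPM minimum) had a median log2 ratio of 0.33 (0.30 to 0.35) in FB-like cells, 0.44 relative to all genes, with 23 genes higher in UV. In KB-like cells 24 of 28 genes were higher and the median was 0.71 (0.61 to 0.81). The list stood at percentile 100 of matched random lists in both classes, and its median was above 0 in 6 of 8 lineages. With FB-like cells clustered without the collagen genes and the clusters weighted as in CON, an alternative chosen after seeing the data, the median in FB-like cells was 0.06. No such weighting was made for KB-like cells, whose mix of clusters also changed. Without their clusters led by basal markers, chosen likewise, their median was higher still.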

Using a predefined SASP panel, we assessed within-lineage DEG composition and found the broadest SASP up-regulation in fibroblasts and followed by keratinocytes (**Supplementary Figure 2D**). Across DEG burden, Gene Ontology Biological Processes (GO-BP), CV, and SASP breadth, fibroblasts consistently emerged as the most profoundly affected cell type in UV-induced aging. Moreover, in fibroblasts specifically, GO-BP analysis highlighted directional activation of inflammation/stress pathways, most prominently JAK-STAT, implicating this axis as a central driver of inflammaging and matrix remodeling (**Figure 2D**).

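In FB-like cells the JAK-STAT list (32 genes) had a median log2 ratio of −0.14 (−0.18 to −0.09), −0.03 relative to all genes and percentile 8.26, with 10 genes higher and 22 lower in UV. Median-of-ratios scaling brought it to 0.00, and weighting the clusters made without collagen genes as in CON to 0.01. Among the targets of the pathway, Socs3 (ENSMUSG00000053113, chromosome 11, 117966079 to 117970047) fell from 892 CPM (880 to 904) to 427 CPM (420 to 434), a log2 ratio of −1.06 (−1.09 to −1.03), and Irf1 (ENSMUSG00000018899, chromosome 11, 53770014 to 53778374) from 648 CPM (638 to 659) to 213 CPM (208 to 217). Socs1 had a log2 ratio of −0.97 and Stat3 of −0.39. The kinase genes Jak1 and Jak2 had 0.05 and 0.10, values that turned to −0.01 and −0.02 when each cell had equal weight. In KB-like cells, a class whose mix of clusters changed, the list had 0.23 (0.14 to 0.30) at percentile 99.99. From the pathway terms of the fibroblast genes changed by UV, the paper proposes that JAK-STAT signaling is a central driver of inflammaging and matrix remodeling.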

Dermal fibroblasts sustain lifelong ECM synthesis and remodeling, thereby establishing dermal architecture and mechanics; through spatial and lineage diversification into papillary versus reticular identities, they also maintain the epidermal and hair-follicle niches (10). How discrete fibroblast subsets differ in susceptibility and plasticity during photoaging remains incompletely resolved (11). UMAP partitioned fibroblasts into eight subtypes (FB1-FB8) (**Figure 2E**). 

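FB-like cells of CON, UV and Rux were clustered again with 20 principal components, which gave 12 subclusters at a resolution of 0.5, 10 at 0.3 and 17 at 0.8. They are given by number and are not the subtypes of the paper. The largest difference in share was in subcluster 1, led by immediate-early and feedback genes such as Gadd45g, Socs3 and Egr1, with 38.7% (37.1% to 40.4%) of FB-like cells in CON and 12.2% (11.3% to 13.1%) in UV. Subcluster 7, led by Igfbp2 and Col1a1, went from 11.0% to 1.27%, and subcluster 2 from 5.25% to 20.6%.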

Marker expression placed FB1-FB4 as reticular-like and FB5/FB6/FB7 as papillary-like (**Supplementary Figure 2E**; **Table 1**). 

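Papillary and reticular scores were the mean log-normalized expression of the marker genes in Table 1, and since these means depend on how abundant the markers are, the subclusters were compared within each score. The papillary score was highest in subclusters 8, 10 and 2, at 0.649, 0.548 and 0.522, and ran down to 0.161 in subcluster 11. The reticular score ran from 0.507 in subcluster 11 to 1.42 in subcluster 9, and papillary minus reticular score from −1.11 in subcluster 9 to −0.35 in subcluster 11.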

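In FB-like cells, Il6 (ENSMUSG00000025746, chromosome 5, 30013114 to 30019981) went from 1031 CPM (1018 to 1044) to 1108 CPM (1097 to 1118), a log2 ratio of 0.10 (0.08 to 0.13) that became 0.00 with equal weight per cell. Il1b had 52 UMIs in CON and 60 in UV over all FB-like cells, a log2 ratio of −0.51 (−1.07 to 0.06). The log2 ratio was 0.58 for Ccl2, 0.62 for Cxcl2, 0.39 for Timp1 and −0.02 for Cxcl1, the last of which became 0.12 under median-of-ratios scaling. Across the 8 subclusters with at least 50 cells in each library compared, Il6 was higher in UV in 3, Il1b in 2, Ccl2 in 3, Cxcl1 in 1, Cxcl2 in 4, Mmp3 in 6, Mmp13 in 3 and Timp1 in 6.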

SASP genes (Il6, Il1b) shifted from sparse/zero-inflated in controls to broad, high-amplitude expression in transitional/reticular-leaning FB2→FB3 and FB1/FB4; chemokines (Ccl2, Cxcl1/Cxcl2) and matrix-effectors (Mmp3, Mmp13, Serpine1/Timp1) followed the same pattern, whereas papillary-like FB5/FB6 showed only modest right-shifts (**Supplementary Figure 2F**). 

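Cd44 (ENSMUSG00000005087, chromosome 2, 102811141 to 102901665) rose from 658 to 1180 CPM in FB-like cells, a log2 ratio of 0.84 (0.82 to 0.87), and was higher in UV in all 8 subclusters compared. Adam19 had a log2 ratio of 0.80 (0.68 to 0.91) and Hk2 of 0.52 (0.50 to 0.55). Ifi27l2a rose from 143 to 368 CPM, a log2 ratio of 1.37 (1.31 to 1.42), and Ifitm1 from 28.0 to 74.4 CPM, a log2 ratio of 1.41 (1.29 to 1.53). These 2 genes and Hk2 were each higher in 7 of 8 subclusters, and Adam19 in 6.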

UV further induced stress/inflammation and adhesion-remodeling nodes (JAK-STAT and oxidative stress markers; Cd44, Adam19; innate/IFN-linked genes Ifi27l2a/Ifitm1; and glycolytic Hk2) (**Supplementary Figure 2G**). Subtype-resolved heatmaps localized UV-upregulation to reticular-like FB1-FB4, with the strongest transcriptional suppression in papillary FB6 (**Supplementary Figures 2H** and **2I**). 

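The size of change was taken within subclusters in the same way as for lineages, from 100 cells per library, in the 6 subclusters with enough cells in CON and UV. The median absolute log2 ratio of UV over CON ran from 0.244 in subcluster 0 to 0.339 in subcluster 5. Subclusters 2 and 3 followed with 0.314 and 0.310, and subclusters 1 and 6 with 0.273 and 0.258. Papillary minus reticular scores of these subclusters lay between −1.10 and −0.74, and the subcluster that changed least had the lowest.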

FB2 and FB3 carried the largest total DEG loads and most uniquely up-regulated genes under UV, whereas FB6 underwent broad attenuation. 

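Diffusion pseudotime was computed in scanpy on the FB-like cells, since Monocle 3 was not installed, with its root in the CON cell highest in papillary minus reticular score within the subcluster highest in that score. That subcluster had the lowest value of both scores. The order was also taken from the cell with the highest papillary score, and its direction depended on the root. Pseudotime correlated across cells, which are not independent replicates, with papillary minus reticular score at Pearson r = 0.276 from the first root and −0.167 from the second. In the upper over the lower tertile of pseudotime, the papillary list had a median log2 ratio of 1.36 from the first root and −0.04 from the second, and the reticular list −0.43 and 0.28. From the first root the reticular list had −0.81 within CON and −0.39 within Rux, but 0.28 within UV. For the SASP list the values were −0.49 and 0.37, for the inflammation list −0.97 and 0.49, and for the JAK-STAT list −0.22 and −0.04. Within single subclusters the SASP list was higher in UV than in CON in 8 of 8, the ECM-disassembly list in 7, the oxidative-stress list in 5, the inflammation list in 0 and the JAK-STAT list in 2.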

Pseudotime reconstructed a papillary-to-reticular continuum and positioned FB2 (earlier) and FB3 (later) as transitional nodes (**Figure 2F**), with positive correlation between senescence scores and pseudotime coordinates (**Supplementary Figure 2J**); oxidative-stress, inflammatory signaling, and JAK-STAT3 were specifically enriched in FB2/FB3 (**Supplementary Figure 2K**). These data support a hierarchical model in which UV first suppresses papillary programs (FB5/FB6) and then amplifies inflammation/ECM disassembly in transitional FB2/FB3, driving maladaptive remodeling within the reticular dermis-mechanistically consistent with known papillary/reticular lineage roles.

### Topical JAK1/2 inhibition alleviates photoaging phenotypes in mice

Building on prior evidence that JAK2 inhibition suppresses SASP factor secretion in UVB-irradiated cells and that topical ruxolitinib attenuates JAK-STAT-driven Th2/IFN inflammation in murine dermatitis, we posited that JAK1/2 blockade would mitigate or partially reverse the histologic and molecular hallmarks of cutaneous photoaging (12–14). Following Mor et al., UV-exposed mice were treated topically with ruxolitinib and compared with UV + vehicle controls (**Figure 3A**) (15). Ruxolitinib yielded a visibly milder photoaging phenotype: wrinkle onset was delayed, wrinkle number and depth were reduced, dryness and desquamation involved smaller areas. Histologically, ruxolitinib-treated skin displayed diminished epidermal hyperplasia and keratinization abnormalities, reduced dermal inflammatory-cell density, and a narrowed perivascular/peri adnexal mononuclear infiltrate (**Figure 3B**). The UV-induced accumulation of p21-positive cells, indicative of DNA-damage responses and cell-cycle arrest, was markedly reduced in the epidermis and superficial dermis, with a particularly notable decrease among papillary-dermal fibroblasts adjacent to fragmented collagen (**Figure 3C**). In keeping with chronic UV-induced growth arrest, the UV regimen reduced the basal-layer Ki-67 index, whereas ruxolitinib partially restored proliferative tone toward control without overshoot (**Supplementary Figures 3A, B**), consistent with published chronic-UV mouse and human photoaging data. Consistently, Il6, Il1b, H2afx, and Tgfb1 mRNA levels measured by qPCR were restored (**Supplementary Figure 3C**). Collectively, these data demonstrate that topical ruxolitinib substantially ameliorates the clinical and histopathological features of photoaging, indicating a partial rescue of cutaneous homeostasis.

**Figure 3:**
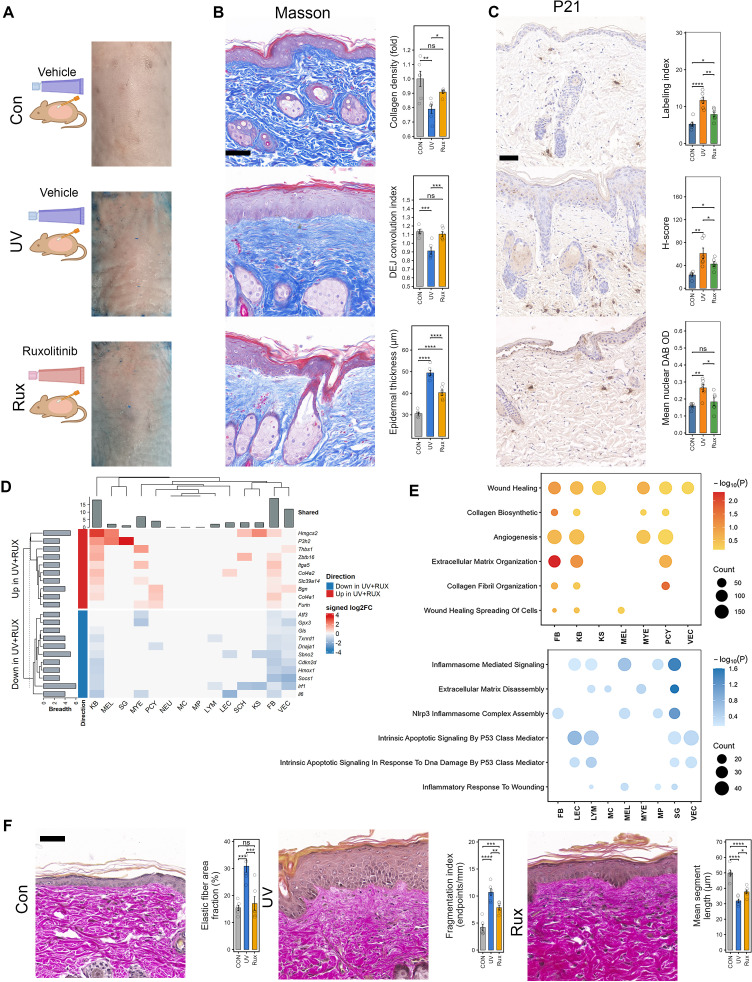
Ruxolitinib partially restores tissue architecture and transcriptional programs in UV-photoaged skin. **(A)** Experimental design and representative phenotypes. Schematic of three groups-Control (CON; no UV, vehicle), UV + Vehicle (UV), and UV + Ruxolitinib (Rux)-with dorsal skin images. **(B)** Representative Masson’s trichrome. Scale bar, 50 µm. Quantification bar plots. Collagen density, DEJ convolution index, and Epidermal thickness. (n = 6). Bars show mean ± SE; ns ≥ 0.05; * < 0.05; ** < 0.01; *** < 0.001; **** < 0.0001. **(C)** Representative p21^Cip1^ immunohistochemistry. Scale bar, 50 µm. Quantification bar plots. Labeling index, H-score, and mean nuclear DAB optical density. Statistics as in **(B)**. **(D)** Heatmaps of genes differentially expressed between Rux group and UV group: up-regulated (red); down-regulated (blue). Genes shown are differentially expressed in at least three major cell types. **(E)** Dot plot of GO biological process enrichment in Rux compared to UV; dot size denotes the number of associated counts per term. Top: upregulated in Rux group. Bottom: downregulated in Rux group. **(F)** Representative Elastica-van Gieson (EVG) micrographs illustrating fiber architecture. Quantification: elastic fiber area fraction, fragmentation index, and mean segment length. Statistics as in **(B)**.

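The UV + ruxolitinib condition (Rux) was 1 library of dorsal skin after 12 weeks of UVA and UVB with topical 1.5% ruxolitinib, and UV mice received vehicle. As for the other conditions, the authors deposited unnormalized UMI counts of the cells that Cell Ranger called, 11287 cells with 131570327 UMIs. After the filters, 10222 cells remained, and 923 were removed for their doublet scores. The 9299 cells left had a median of 9451 UMIs and 2968 genes. Rux was set against UV by the same log2 ratios of summed counts as UV against CON, without a replicate in either condition.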

To define the cellular and molecular basis of these effects, we performed scRNA-seq on skin from UV + ruxolitinib-treated mice. UMAP visualization revealed no emergent outlier clusters, and overall cell-type composition in the ruxolitinib group was comparable to UV and control (**Supplementary Figure 3D**), indicating that cell identities were not overtly altered by treatment. 

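FB-like cells made up 53.7% (52.7% to 54.8%) of Rux cells, KB-like cells 5.96% (5.49% to 6.46%) and KS-like cells 0.462% (0.335% to 0.622%). NEU-like cells, 50 in CON and 24 in UV, numbered 229 in Rux, or 2.46% (2.16% to 2.80%) of the cells against 0.235% (0.150% to 0.349%) in UV. MYE-like cells rose to 4.85% (4.42% to 5.31%) and LYM-like cells to 3.85% (3.47% to 4.26%). VEC-like cells made up 1.94% against 4.62% in UV, LEC-like cells 1.55% against 2.92%, and 1 SG-like cell was found. Unnamed clusters held 14.5% of Rux cells.

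**Figure D2:**
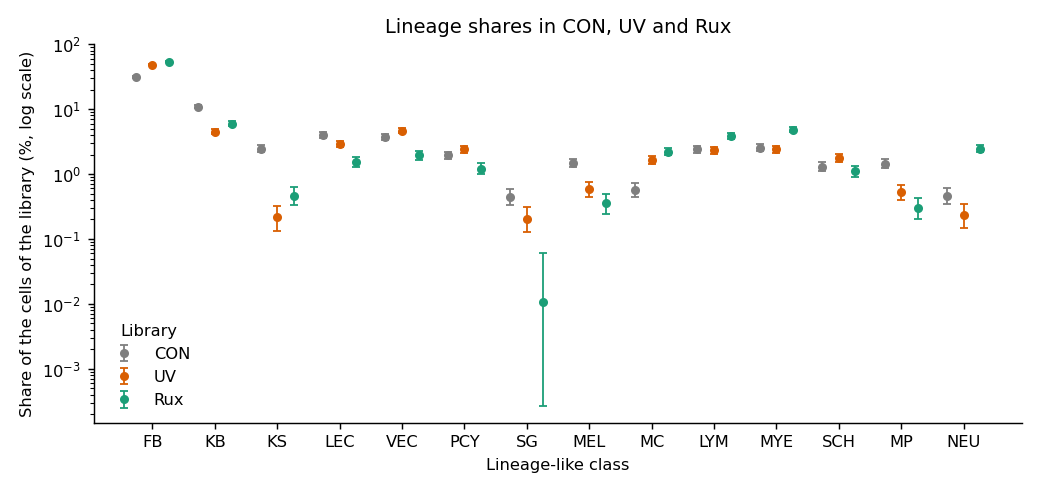
Share of the cells of each library in each lineage-like class, in percent on a log scale, for CON (grey), UV (orange) and Rux (green), with exact 95% binomial intervals. NEU-like cells are higher in Rux, 2.46%, than in UV, 0.235%.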

A heatmap of per-cell-type DEG counts (**Supplementary Figure 3E**) confirmed that fibroblasts harbored the greatest transcriptional shifts in Rux vs UV, underscoring fibroblasts as primary targets of intervention. 

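At 100 cells per library, MYE-like cells had the largest median absolute log2 ratio of Rux over UV, 0.283 (0.257 to 0.321 over draws). SCH-like cells followed at 0.257, MC-like cells at 0.247 and FB-like cells at 0.226 (0.201 to 0.254), rank 4 of 10. KB-like cells ranked 8 at 0.194. These classes differ in UMIs per cell, and with the same number of UMIs drawn from each, a choice made after seeing the data, MYE-like cells still ranked first at 0.399. FB-like and KB-like cells then stood at 0.361 each, SCH-like cells at 0.357 and MC-like cells at 0.329, against 0.315 between disjoint draws of FB-like cells of CON. In FB-like cells the highest log2 ratios of Rux over UV were those of Saa3 (ENSMUSG00000040026, chromosome 7, 46711998 to 46715700) at 3.12 (3.07 to 3.17), Hp at 2.50, Ctla2a at 2.06, Igfbp2 at 1.56, Tnfaip3 at 1.47 and Postn at 1.44. Mmp19, Ednrb and Myo16 were also among the 10 highest, with 1.42, 1.41 and 1.39. The 10 lowest were Sult1e1 (−2.06), Hmox1 (−2.00), Gm15726 (−1.79), Socs3 (−1.73), Sntg1 (−1.72), Arhgap20 (−1.68), Gm47283 (−1.64), G530011O06Rik (−1.64), Thbd (−1.56) and Fmod (−1.46).

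**Figure D3:**
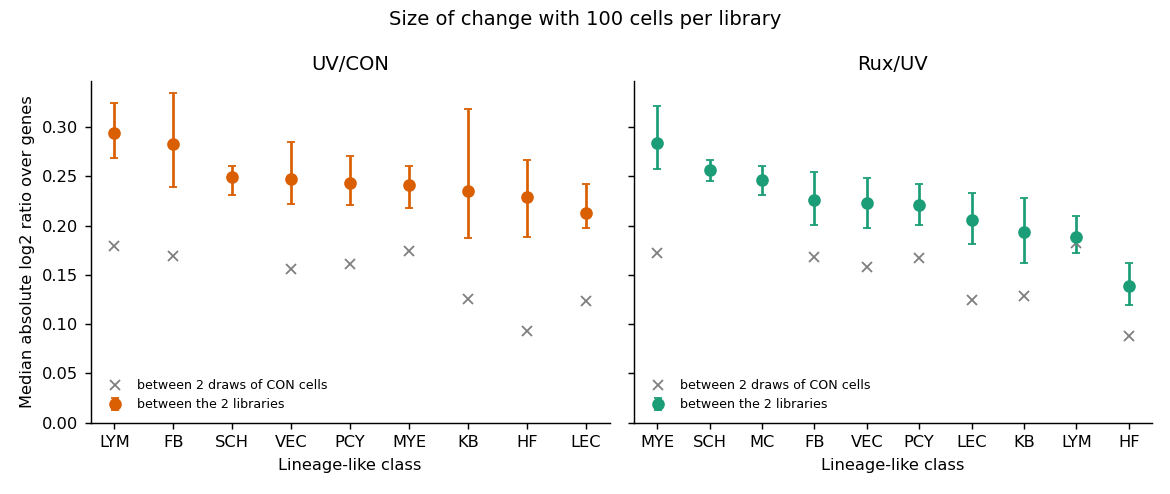
Median absolute log2 ratio over genes in each lineage-like class, UV over CON on the left and Rux over UV on the right, from 100 cells per library. Points are means of 20 draws, bars run from the lowest to the highest draw, and crosses give the same measure between 2 disjoint draws of CON cells where there were enough; FB-like cells are at 0.283 on the left and 0.226 on the right.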

Cataloguing DEGs within each lineage showed that transcripts linked to interferon/inflammatory or oxidative-stress responses were robustly down-regulated by ruxolitinib, whereas genes involved in basement membrane, extracellular matrix, and adhesion were reciprocally up-regulated. 

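The interferon-response list had a median log2 ratio of Rux over UV of −0.46 (−0.54 to −0.39) in FB-like cells, with 25 of 26 genes lower in Rux, and −0.69 (−0.89 to −0.45) in KB-like cells. It was below 0 in all 8 lineages with enough cells, and in each of them below the middle 95% of matched random lists. Oxidative-stress genes had a median of −0.21 in FB-like and 0.00 in KB-like cells, below 0 in 7 of 8 lineages. For the inflammation list the median was 0.16 in FB-like cells, −0.01 in KB-like cells and 0.55 in MYE-like cells. The basement-membrane list had 0.24 (0.20 to 0.27) in FB-like cells and 0.22 in KB-like cells, the latter 0.00 with equal weight per cell, and was above 0 in 5 of 8 lineages. Adhesion genes were above 0 in 8 of 8, with 0.11 in FB-like and 0.09 in KB-like cells.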

In fibroblasts, and similarly in basal keratinocytes, ruxolitinib reduced Irf1, Il6, Socs1, Atf3, Gpx3, and Txnrd1, while increasing Col4a1, Col4a2 (type IV collagen; key DEJ component), Thbs1, Itga5, Bgn, P3h2, and Zbtb16 (**Figure 3D**). These concerted shifts point to a cross-lineage realignment of the core photoaging network.

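Il6 fell from 1108 to 466 CPM in FB-like cells, a log2 ratio of −1.25 (−1.27 to −1.23), and from 244 to 115 UMIs in KB-like cells, a log2 ratio of −1.25 (−1.58 to −0.92). In FB-like cells the log2 ratio of Rux over UV was −1.08 for Txnrd1, −1.45 for Socs1, −0.48 for Gpx3, −0.35 for Atf3 and −0.21 for Irf1. In KB-like cells it was −0.81 for Txnrd1, −0.77 for Socs1, 0.04 for Gpx3, −0.37 for Atf3 and −1.90 for Irf1. Col4a1 (ENSMUSG00000031502, chromosome 8, 11198423 to 11312826) rose from 334 CPM (328 to 340) to 576 CPM (569 to 582) in FB-like cells, a log2 ratio of 0.79, and had 0.57 in KB-like cells. Col4a2 had 0.74 in FB-like and 0.62 in KB-like cells, Bgn 0.52 and 0.25, P3h2 0.24 and 0.41, and Zbtb16 0.38 and 0.18; Bgn in KB-like cells was −0.22 with equal weight per cell. Thbs1 was −0.27 in FB-like and 0.16 in KB-like cells. Itga5 was 1.09 in FB-like cells and −0.31 in KB-like cells, where it became 0.31 without doublet removal.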

Pathway-level analyses reinforced this transition from inflammation to repair. Gene-set enrichment of Rux group showed significant gains in wound-healing programs, collagen fibril organization, and extracellular-matrix assembly across fibroblasts, basal keratinocytes, and suprabasal keratinocytes, accompanied by reduced enrichment of inflammasome-related signaling (including NLRP3 complex assembly), ECM disassembly, p53-mediated intrinsic apoptosis/DNA-damage response, and wound inflammatory response (**Figure 3E**). 

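The wound-healing list had a median log2 ratio of Rux over UV of 0.30 (0.27 to 0.32) in FB-like cells, at percentile 100. In KB-like cells its median was −0.13 (−0.20 to −0.07), which became 0.16 without doublet removal and 0.01 with equal weight per cell, and in the 43 KS-like cells it was 0.28, which became −0.19 without doublet removal. The collagen-organization list had 0.14 (0.12 to 0.17) in FB-like cells at percentile 99.4, 0.23 (0.16 to 0.33) in KB-like cells and −0.18 in KS-like cells. With equal weight per cell it was −0.21 in KB-like cells. Under the cluster weighting as in CON it was −0.21 in FB-like cells. The inflammasome list had a median of −0.08 over 7 genes in FB-like cells and −0.31 over 6 genes in KB-like cells, the latter 0.49 without the CPM minimum. ECM-disassembly genes had 0.00 in FB-like and 0.36 in KB-like cells, and genes of p53-mediated apoptosis 0.24 and 0.01. The DNA repair list of Table 1 had −0.07 (−0.15 to −0.01) in FB-like cells, turned to 0.09 without the CPM minimum, and was below 0 in 8 of 8 lineages.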

Collagen rescue was corroborated by Elastica-van Gieson (EVG) staining (**Figure 3F**). Thus, JAK1/2 inhibition reprograms photoaged skin from a pro-inflammatory, degradative state toward matrix remodeling and tissue repair, with coordinated effects along the epidermal-dermal-vascular axis that aligns with restoration of DEJ/ECM architecture.

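Genes of the JAK-STAT list had a median log2 ratio of Rux over UV of −0.18 (−0.21 to −0.15) in FB-like cells and −0.58 (−0.59 to −0.42) in KB-like cells, and were below 0 in 7 of 8 lineages. In MYE-like cells Il1b had a log2 ratio of 1.41 (1.36 to 1.45). The SASP list had 0.15 in FB-like cells and 0.16 in KB-like cells. From gene-set enrichment in the Rux group and the staining of fibers, the paper concludes that JAK1/2 inhibition moves photoaged skin from inflammation and degradation towards matrix remodeling and repair.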

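Since the UV library enters both contrasts, counting noise in it makes the log2 ratios of UV over CON and of Rux over UV opposite even where nothing changed, so the observed relation was set beside 100 simulations of unchanged libraries at the observed depths. Across 8316 genes of FB-like cells, which are not independent replicates, the 2 log2 ratios had Pearson r = −0.273, and 61.2% of genes moved in opposite directions. Unchanged libraries, whose ratios hold counting noise alone, gave r = −0.474 and 65.8%. When the UV cells were split at random so that each contrast had its own UV cells, r was −0.249 in FB-like cells and 0.134 in KB-like cells. In KB-like cells r was 0.0689 against −0.604 in simulations. The FB-like value moved most without doublet removal, to −0.221.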

To quantify “rescue,” we intersected DEGs from the UV-Control contrast with those from Rux-UV; genes whose UV-induced changes were significantly reversed by ruxolitinib were designated rescued (**Supplementary Figure 3G**). Two cross-lineage axes emerged. First, a stress-metabolic axis (Hmox1, Gpx3, Ucp2, Nr4a2, Per1, Plgds) was prominently normalized in fibroblasts and keratinocytes and extended to myeloid, vascular endothelial, and sebaceous lineages, indicating reversal of UV-triggered inflammatory/oxidative imbalance. 

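Hmox1 in FB-like cells went from 53.6 CPM (50.7 to 56.7) in CON to 445 CPM (438 to 452) in UV and 111 CPM (108 to 114) in Rux. All 6 genes of this axis moved in opposite directions in the 2 contrasts in FB-like cells, 3 of them up in UV and down in Rux and 3 down in UV and up in Rux. The paper chose these genes for their reversal in the same libraries, so this count is no independent check. Gpx3 had 2434, 3137 and 2242 CPM in CON, UV and Rux, and Ptgds, for which the paper writes Plgds, 6.24, 12.7 and 5.44 CPM. The log2 ratios of UV over CON and of Rux over UV were −1.26 and 0.53 for Ucp2, Per1 had 102, 51.2 and 84.0 CPM, and Nr4a2 rose again by 0.85 in Rux. In KB-like cells 3 of the 6 genes moved in opposite directions, with Hmox1 at 1.77 and −0.41. In MYE-like and VEC-like cells 5 of the 6 did so, as in LEC-like, PCY-like, LYM-like and SCH-like cells, and in SG-like cells, of which Rux held 1, 2 of 4. In unchanged libraries, counting noise in the shared UV library gave opposite directions for 61.6% of genes in VEC-like cells and 62.9% in PCY-like cells. The share was 63.0% in SCH-like, 64.8% in LEC-like, 65.8% in FB-like, 68.8% in LYM-like, 69.2% in MYE-like and 70.7% in KB-like cells. These shares hold for ratios of noise alone and set no level for ratios much wider than noise. By these counts alone, another feature of the shared UV library cannot be told apart from a reversal.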

Second, a structural-matrix axis (Dcn, Gsn, Nup210l) was concomitantly restored across multiple lineages, pointing to re-established ECM and cytoskeletal homeostasis. 

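In FB-like cells Nup210l had a log2 ratio of 1.23 (1.09 to 1.36) in UV over CON and −1.20 (−1.30 to −1.10) in Rux over UV. For Gsn the values were 0.14 and −0.44. Dcn had −0.04 (−0.05 to −0.04), which became 0.10 under median-of-ratios scaling, and −0.10 (−0.10 to −0.09). Opposite directions in the 2 contrasts were seen for 3 of the 3 genes in MYE-like, VEC-like, LEC-like and SCH-like cells, for 2 in FB-like, PCY-like and LYM-like cells and for 1 in KB-like cells. These genes too were chosen by the paper for reversal in the same libraries, so the counts are no independent check. Unchanged libraries gave opposite directions, through counting noise alone, for 61.6% of genes in VEC-like to 70.7% in KB-like cells. These shares set no level for ratios much wider than noise. By these counts alone, another feature of the shared UV library cannot be told apart from a reversal.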

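Values for the aging regulators are given as log2 ratios of UV over CON and of Rux over UV. In FB-like cells Gdf15 had −1.51 and 0.98, Mif −0.54 and 0.75, Trp53 −0.62 and 0.16, and Cdkn1a −0.97 and 0.04. Clock had 0.03 and 0.50, Insr −0.03 and 0.30, and Txn1 −0.10 and 0.29, with the first value of Txn1 0.04 under median-of-ratios scaling. Of the 12 aging regulators in the list, 11 moved in opposite directions in FB-like cells, 9 of them down in UV and up in Rux, and 6 did so in KB-like cells. In MYE-like and VEC-like cells 6 of 11 did so, in LEC-like cells 6 of 12, in PCY-like and LYM-like cells 6 of 10, and in SCH-like cells 8 of 12. In unchanged libraries, counting noise alone gave opposite directions for 65.8% of genes in FB-like and 70.7% in KB-like cells. In the other classes named it gave 61.6% to 69.2%, and these shares set no level for ratios much wider than noise. The paper drew its aging regulators from genes reversed in the same libraries, so the counts of opposite directions are no independent check. In KB-like cells Cdkn1a had 1.11 and −0.29, Trp53 −0.41 and 0.00, and Gdf15 −1.82 and −0.35.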

Linking these rescues to canonical aging nodes, cross-reference with GenAge revealed consistent reversal of key stress/metabolic and aging regulators (Gdf15, Mif, Ucp2, Cdkn1a (p21), Trp53, Txn1, Clock, and Insr) across fibroblasts, keratinocytes, and additional lineages (**Supplementary Figure 3F**). 

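Core repair enzymes of nucleotide excision, base excision and double-strand break repair had a median log2 ratio of Rux over UV of 0.12 (0.04 to 0.17) in FB-like cells, with 12 of 16 genes higher in Rux, and −0.16 (−0.27 to −0.11) in KB-like cells. These values lay at percentiles 86.9 and 3.16 of matched random lists. The median was above 0 in 4 of 8 lineages and below 0 in 4.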

Concordantly, pathway enrichment showed down-shifts in damage/stress and senescence programs (e.g., nucleotide excision repair/base excision repair, double-strand break repair, oxidative-stress-linked intrinsic apoptosis, replicative senescence) and enhanced collagen biosynthetic pathways, mirroring histomorphology improvements (**Supplementary Figure 3H**). Together, these findings establish that ruxolitinib reverses UV-imposed transcriptional programs and redirects the network from pro-inflammatory/damage toward repair/remodeling.

### Ruxolitinib rejuvenates transitional fibroblasts and restores dermal-epidermal homeostasis

Fibroblasts are the principal cellular arbiters of photoaging; we therefore examined how JAK1/2 blockades reshape fibroblast-state dynamics. At the level of cluster composition, ruxolitinib preserved the overall fibroblast taxonomy observed in control and UV-exposed skin (**Figure 4A**). 

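Of the 12 subclusters of FB-like cells, 11 had cells in all 3 libraries. Subcluster 9, led by Saa3, had 0 cells in CON, 15 in UV and 379 in Rux, or 7.58% (6.87% to 8.35%) of the FB-like cells of Rux, and 96.2% of it came from that 1 library. Subcluster 1 held 4.50% (3.94% to 5.11%) of FB-like cells in Rux, a further fall from UV, while subcluster 7 rose from 1.27% to 5.18% (4.58% to 5.83%) and subcluster 5 from 3.92% to 12.8% (11.9% to 13.8%). Subcluster 2 went from 20.6% to 9.97% (9.15% to 10.8%).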

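Over all FB-like cells, Col1a1 (ENSMUSG00000001506, chromosome 11, 94936224 to 94953042) had 7740 CPM (7704 to 7775) in CON, 4263 CPM (4243 to 4284) in UV and 4206 CPM (4189 to 4223) in Rux, log2 ratios of −0.86 and −0.02. The second of these was 0.00 under the strict filter on cells. Col1a2 had −0.51 in UV over CON and −0.14 in Rux over UV, and Col3a1 −0.24 and 0.26. Within subclusters the direction of UV over CON was the reverse of that over all FB-like cells. Col1a1 was higher in UV than in CON in 7 of 8 subclusters, and lower in Rux than in UV in 9 of 11; for Col1a2 these counts were 7 and 10, and for Col3a1 8 and 9. With the clusters made without collagen genes and weighted as in CON, Col1a1 had 0.23 and −0.96, Col1a2 0.30 and −0.83, and Col3a1 0.52 and −0.71. The cluster with the most weight, 36.2% of the FB-like cells of CON, held 21 cells of Rux, so the second values rest in large part on few cells; in clusters with at least 50 cells in UV and Rux, Col1a1 was lower in Rux in 10 of 11. Hmox1 was lower in Rux than in UV in all 11 subclusters compared. Gpx1 had −0.40 in UV over CON and 0.37 in Rux over UV, and was higher in Rux in 10 of 11 subclusters. Cxcl1 in Rux over UV was 0.15 (0.14 to 0.16) and higher in 10 of 11, and Tslp, with −1.38 in UV over CON, was 0.40 (0.22 to 0.59) and higher in 7.

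**Figure D4:**
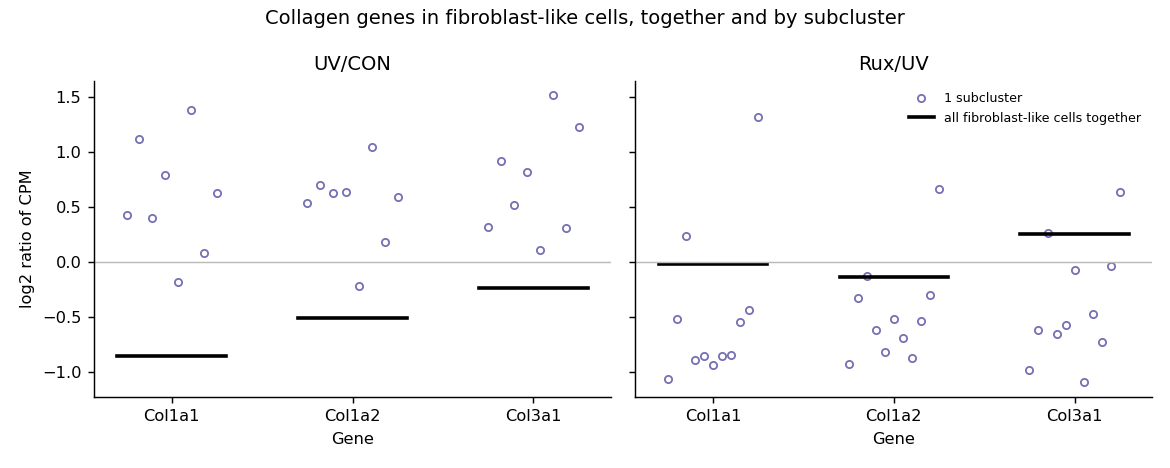
Log2 ratio of CPM for Col1a1, Col1a2 and Col3a1 in FB-like cells, UV over CON on the left and Rux over UV on the right. Open circles are single subclusters with at least 50 cells in both libraries and black lines are all FB-like cells together; for Col1a1 7 of 8 circles lie above 0 on the left, where the line is at −0.86.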

Functionally, however, the inhibitor broadly counteracted UV-driven transcriptional imbalances across fibroblast subtypes, augmenting ECM/collagen programs (Col1a1, Col1a2, Col3a1) while suppressing inflammatory and oxidative-stress modules (Hmox1, Gpx1, Cxcl1, Tslp), with the most pronounced corrections in the FB2-FB3 transitional continuum (**Figure 4B**). Histological readouts mirrored these molecular effects: Picrosirius red polarization revealed UV-induced collagen disorganization that was partially restored by ruxolitinib (**Supplementary Figures 4A, B**). 

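Lists were compared between Rux and UV within each of the 11 subclusters with enough cells. The oxidative-stress list was lower in Rux in 9 subclusters, with medians between −0.46 and 0.07. Wound-healing genes were higher in 9, and the collagen-organization list was lower in 8 after being higher in UV than in CON in all 8 subclusters compared. The p53-mediated apoptosis list was higher in 7, core repair enzymes in 10, and the SASP list in 10.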

Consistently, pathway analysis in FB2-FB3 demonstrated a coordinated reversal under treatment: attenuation of DNA damage, oxidative stress, apoptosis, and senescence, alongside reinforcement of wound-healing and ECM/collagen remodeling pathways (**Figure 4C**).

**Figure 4:**
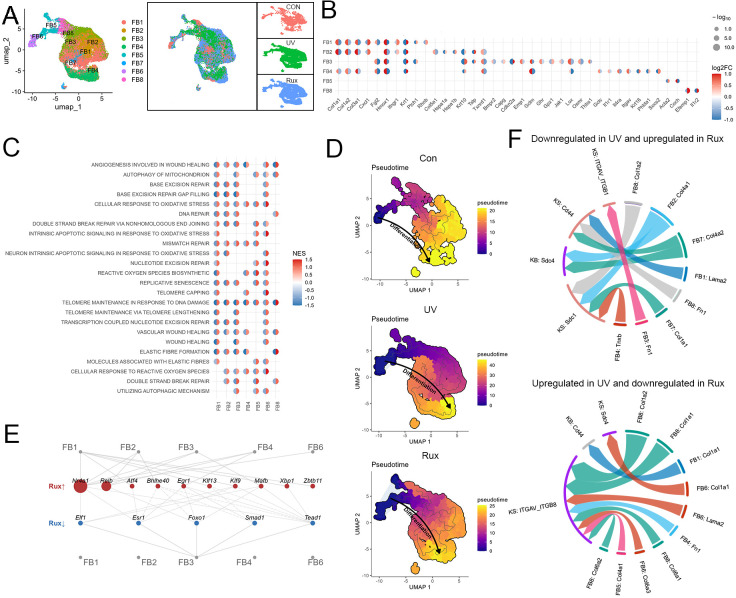
Ruxolitinib reprograms fibroblast states, lineage trajectories, and intercellular signaling in UV-photoaged skin. **(A)** Fibroblast embedding across conditions. UMAPs of all fibroblasts colored by cell subset **(left)** and by treatment (right; CON, UV, Rux). **(B)** Gene-level rescue of photoaging signatures. Dot plot of ageing-associated DEGs in fibroblasts whose UV-induced change is directionally reversed by ruxolitinib. Left semicircle encodes CON vs UV (red, up in UV; blue, down in UV); right semicircle encodes UV vs Rux (red, increased with Rux; blue, decreased with Rux). Dot size reflects statistical significance (adjusted *p*). **(C)** Pathway-level rescue in fibroblasts. Dot plot of GO Biological Process terms whose enrichment direction in CON vs UV is inverted by ruxolitinib in UV vs Rux. Semicircle color coding as in **(B)**. **(D)** Pseudotime projection of fibroblasts colored by inferred pseudotime highlights UV-biased progression toward late states and partial normalization with ruxolitinib. **(E)** Regulatory network of rescued transcription factors by Rux. **(F)** Cell-cell communication rescue. Circos diagram of ligand-receptor pairs between fibroblasts and keratinocyte compartments (KB, basal; KS, suprabasal) that are perturbed by UV and shifted toward CON levels by ruxolitinib; link thickness denotes interaction strength.

Pseudotime inference further resolved these shifts at single-cell resolution. In controls, fibroblasts occupy a continuous early-to-late differentiation spectrum with balanced intermediate states (**Figure 4D**). 

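Pseudotime values of the FB-like cells of all 3 libraries were pooled and split into tertiles. Of CON cells, 25.7% (24.2% to 27.2%) fell in the lower tertile, 50.7% (49.0% to 52.4%) in the middle and 23.6% (22.2% to 25.1%) in the upper tertile. Rooting the order in the cell with the highest papillary score alone moved these shares most, to 36.2%, 45.7% and 18.1%.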

UV irradiation biased this landscape toward late pseudotime and depleted intermediates, consistent with accelerated terminal differentiation. 

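Of UV cells, 33.9% (32.6% to 35.2%) fell in the lower tertile of pseudotime, 26.4% (25.2% to 27.7%) in the middle and 39.7% (38.4% to 41.1%) in the upper tertile. With the alternative root the lower tertile of UV held 23.5%, less than in CON rather than more, while the middle tertile held 28.9% and the upper tertile 47.6%.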

Ruxolitinib re-balanced the trajectory, repopulating early and intermediate states and contracting the late terminal zone, indicative of a directional correction toward homeostasis. Together, these data position JAK1/2 inhibition as a regulator that recalibrates fibroblast dynamics from an “overdriven” differentiation program to a steadier, tissue-maintenance state, predominantly via FB2-FB3.

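Of Rux cells, 37.9% (36.6% to 39.3%) fell in the lower tertile, 28.5% (27.2% to 29.8%) in the middle and 33.6% (32.3% to 34.9%) in the upper tertile. With the alternative root these shares were 41.1%, 29.4% and 29.5%. The lower tertile was thus larger and the upper tertile smaller in Rux than in UV under both roots. The middle tertile was below that of CON under both. From the alternative root, however, subcluster medians lay between 0.658 and 0.730, apart from 0.215 in its own subcluster. Those tertiles therefore cut a narrow range. The first root lay in a subcluster with a median of only 3233 UMIs per cell, led in part by haemoglobin genes. Agreement of the 2 roots is therefore weak ground for a shift along an order of states.

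**Figure D5:**
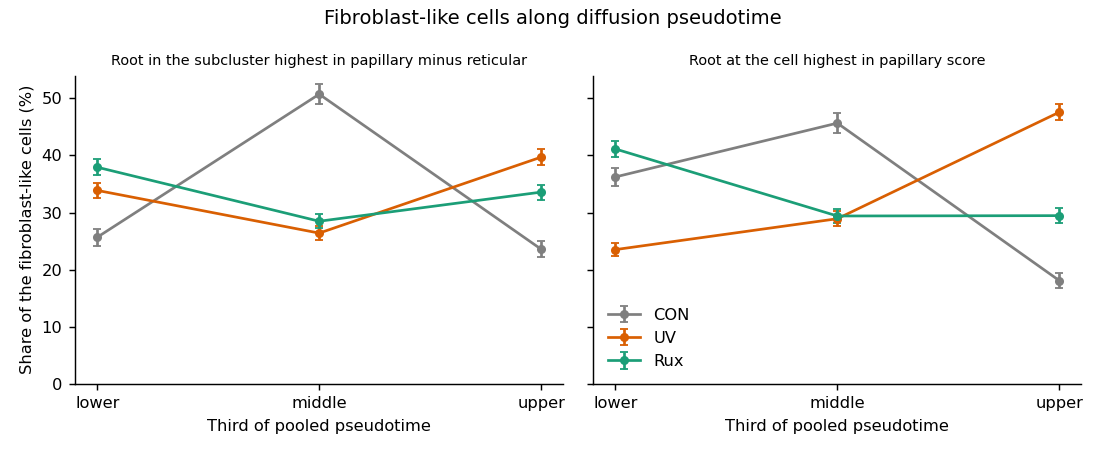
Share of the FB-like cells of each library in the lower, middle and upper tertile of pooled pseudotime, in percent with exact 95% binomial intervals, for CON (grey), UV (orange) and Rux (green). The left panel has the root in the subcluster highest in papillary minus reticular score and the right panel at the cell highest in papillary score; the upper tertile of UV holds 39.7% on the left and 47.6% on the right.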

At the regulatory level, subtype-resolved cadre, most mapping (DoRothEA-anchored) showed a focused rescue centered on transitional fibroblasts (FB1-FB3) (**Figure 4E**; **Supplementary Figure 4C**). The Rux-UV contrast selectively boosted an immediate-early/immune-modulatory cadre, most prominently Nr4a1, with additional gains in Relb, Atf4, Bhlhe40, Egr1, Klf13, Klf9, Mafb, Xbp1, and Zbtb11. 

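The mRNA of these factors was measured in FB-like cells, which is not the regulon activity that the paper estimates from the targets of each factor. Nr4a1 (ENSMUSG00000023034, chromosome 15, 101254269 to 101274795) went from 826 CPM (815 to 838) in CON to 303 CPM (298 to 309) in UV and 612 CPM (606 to 619) in Rux, a log2 ratio of Rux over UV of 1.01. In the same contrast Klf13 had 0.29, Klf9 0.18, Relb 0.15, Bhlhe40 0.14, Egr1 0.11, Zbtb11 0.00, Xbp1 −0.01 and Atf4 −0.29. Egr1 and Relb were lower in UV than in CON, with −1.51 and −0.70.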

In parallel, factors that were UV-favored were counter-shifted under Rux, including Elf1, Esr1, Foxo1, Smad1, and Tead1. Collectively, these patterns depict coherent transcriptional rebalancing that amplifies nodes centered on Nr4a1 and Relb while constraining Foxo/Smad/Tead axes, consistent with broader gene set rescue and improved tissue architecture under ruxolitinib.

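In FB-like cells the mRNA of all 5 factors was higher in UV than in CON and lower in Rux than in UV. The log2 ratios of UV over CON and of Rux over UV were 0.54 and −0.53 for Tead1, 0.46 and −0.41 for Smad1, 0.32 and −0.29 for Foxo1, 0.11 and −0.29 for Elf1, and 0.03 and −0.43 for Esr1.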

Guided by the rescued transcriptional signatures, we posited coordinated epidermal-dermal repair. Ligand-receptor analysis confirmed restoration of basement-membrane signaling from transitional/upper-dermal fibroblasts to keratinocytes under ruxolitinib: Col4a1/Col4a2→Sdc4/Sdc1 interactions were reinstated toward basal and suprabasal layers, canonical cues that organize adhesion complexes and promote re-epithelialization, thereby supporting DEJ integrity under stress (**Figure 4F**). 

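Expression of the ligand and receptor genes was measured, which is not the interaction strength that the paper computes. The rise of Col4a1 and Col4a2 in FB-like cells of Rux followed log2 ratios of UV over CON of −0.07 (−0.11 to −0.03) and −0.05 (−0.10 to 0.01), with the first at 0.07 under median-of-ratios scaling. In KB-like cells Sdc4 (ENSMUSG00000017009, chromosome 2, 164424247 to 164443887) had 656 CPM (646 to 667) in CON, 836 CPM (818 to 854) in UV and 635 CPM (620 to 650) in Rux, and Sdc1 had log2 ratios of 0.82 in UV over CON and 0.82 in Rux over UV.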

In parallel, fibroblast-to-keratinocyte adhesion inputs mediated by fibronectin/laminin were re-engaged via CD44 and αvβ1 (Cd44, Itgav/Itgb1), while UV-gained, αvβ8-biased collagen/fibronectin signaling (Itgav/Itgb8) was selectively dampened, which is an axis linked to matrix tension and latent TGF-β activation and is consistent with reduced pro-fibrotic tone and DEJ stabilization. 

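Fn1 in FB-like cells had log2 ratios of 0.63 (0.61 to 0.65) in UV over CON and −0.29 (−0.31 to −0.28) in Rux over UV, and Lama2 of 0.17 and 0.16. Cd44 in KB-like cells had 0.67 in UV over CON and −0.25 in Rux over UV, the latter 0.02 without doublet removal. Itgav had 0.09 and Itgb1 0.11 in Rux over UV in KB-like cells. Itgb8 in KB-like cells had 37.5, 42.2 and 27.5 CPM in CON, UV and Rux, a log2 ratio of Rux over UV of −0.62 (−0.84 to −0.40).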

Complementing these epithelial-mesenchymal cues, ruxolitinib amplified ANXA1→FPR signaling from FB4 to neutrophils (**Supplementary Figure 4D**), a pro-resolution pathway that curtails neutrophil persistence and facilitates clearance. These intercellular changes provide a mechanistic bridge from transcriptional rescue to the observed anti-inflammatory and matrix-stabilizing phenotypes in vivo and cohere with the histologic improvement in collagen organization.

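Anxa1 in FB-like cells had 1043 CPM (1033 to 1053) in UV and 832 CPM (825 to 840) in Rux, a log2 ratio of −0.33 (−0.34 to −0.31). In NEU-like cells Fpr1 had 19 UMIs over 24 cells in UV and 678 over 229 cells in Rux, and Fpr2 5 and 247 UMIs. Their log2 ratios of 1.25 (0.63 to 2.02) and 1.62 (0.51 to 3.39) stood beside a median over all genes of −0.71 in these cells, a shift that the few UV cells leave uncertain.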

## Discussion

Using a chronic UVA+UVB induced mouse model, we defined the cellular and transcriptional architecture of photoaged skin at single-cell resolution. Across 14 lineages, UV exposure triggered concerted reprogramming characterized by induction of chronic inflammatory and oxidative-stress modules and broad repression of developmental and differentiation programs, with fibroblasts and keratinocytes emerging as the principal effectors. These features align with the concept of inflammaging, wherein persistent, low-grade inflammation superimposes on intrinsic aging to accelerate tissue decline.

Reclustering resolved eight fibroblast subtypes and clarified their in-situ dynamics. A transitional FB2/FB3 population along the papillary-to-reticular trajectory showed marked amplification of stress/inflammatory signaling and ECM disassembly after UV, whereas papillary subsets (e.g., FB6/FB5) exhibited global transcriptional attenuation. Pseudotime analysis revealed a UV-biased drift toward late, terminal states with depletion of intermediates, consistent with premature differentiation. Together, these observations support a layered model in which early functional suppression of the superficial papillary dermis is followed by inflammation-driven matrix breakdown within transitional fibroblasts, precipitating pathological remodeling in the deeper reticular dermis. Prior single-cell studies in UV-exposed murine skin likewise nominate fibroblasts as dominant inflammatory responders, reinforcing this interpretation.

Given the prominent enrichment of JAK-STAT signaling, most notably in fibroblasts, we asked whether pathway blockades could mitigate photoaging. Topical ruxolitinib (a JAK1/2 inhibitor) has established efficacy in inflammatory dermatoses, where it reduces pruritus and epidermal hyperplasia by dampening Th2/Th22 signaling (e.g., IL-4/IL-13, IL-31). Clinically, ruxolitinib cream was also approved for vitiligo, and combination with narrow-band UVB enhances facial and whole-body repigmentation in multicenter cohorts, mechanistically linked to suppression of the IFN-γ→JAK1/2→STAT1 axis and downstream chemokines CXCL9/10 (16). Consistently, animal and human skin explant studies show that ruxolitinib down-tunes JAK-STAT-driven Th2/IFN inflammation and alleviates epidermal thickening and itch (14). Whether these anti-inflammatory properties extend to structural rescue in photoaging has not been systematically tested.

At the gene and pathway levels, ruxolitinib broadly dampened inflammatory/stress and JAK-STAT-linked modules (e.g., Irf1, Il6, Hmox1, Atf3) while restoring basement-membrane/ECM and adhesion signatures (e.g., Col4a1/Col4a2, Itga5, Thbs1) across fibroblasts and keratinocytes. Shared-rescue analysis highlighted two cross-lineage axes, a stress-metabolic axis (Hmox1, Gpx3, Ucp2, Nr4a2) and a structural-matrix axis (Dcn, Gsn, Nup210l), both of which were directionally reversed by treatment. Cross-reference to GenAge further indicated reversal of canonical aging/stress nodes (Cdkn1a/p21, Trp53, Mif, Txn1, Clock, Insr) in FB and KB/KS, consistent with a systems-level shift from a pro-inflammatory/degradative state toward repair and remodeling.

Mechanistically, a transcription-factor pivot underlies network reprogramming. UV engages a JAK-STAT/IRF/AP-1 inflammatory axis in fibroblasts and keratinocytes, whereas ruxolitinib suppresses this axis and elevates an immediate-early/remodeling program dominated by Nr4a1 (broadest rescue across subtypes) with coordinated gains in Relb, Atf4, Bhlhe40, Egr1, Klf13, Klf9, Mafb, Xbp1, and Zbtb11. In parallel, UV-favored regulators are counter-shifted under ruxolitinib, including Elf1, Esr1, Foxo1, Smad1, and Tead1. The most pronounced TF shifts localized to FB2/FB3 and coincided with restoration of ECM and DEJ programs, reinforcement of wound-healing signatures, and a pseudotime reversion from accelerated terminalization toward homeostatic differentiation. These findings nominate FB2/FB3 as a critical effector subset linking papillary-dermal/DEJ homeostasis to reticular remodeling-that is, the node that executes the stress-to-remodeling transcriptional switch.

Ligand-receptor inference further suggests that ruxolitinib reconstitutes dermal-epidermal crosstalk in a manner compatible with DEJ stabilization: restoration of collagen IV → syndecan and fibronectin/laminin→CD44/αvβ1 cues from fibroblast subsets to keratinocytes, with selective dampening of UV-gained, αvβ8-biased collagen/fibronectin inputs that reinforce matrix stress and TGF-β tone. This signaling pattern coheres with histological improvement and provides a mechanistic bridge between TF-level rewiring and tissue-level repair, consistent with literature assigning these adhesion axes central roles in re-epithelialization and DEJ integrity.

Collectively, our single-cell analysis closes the loop between a disease driver (JAK-STAT/IRF-AP-1) and an actionable intervention (JAK1/2 inhibition) and focuses the response on discrete fibroblast subpopulations, particularly FB2/FB3. These insights motivate two translational strategies: (i) subset-directed regeneration and ECM rebuilding that target FB2/FB3 to couple anti-inflammatory/anti-stress therapy with basement-membrane and collagen restoration; and (ii) spatiotemporally staged interventions that front-load suppression of inflammatory/stress programs and subsequently promote DEJ/ECM reconstruction to favor stable, low-scar repair.

### Limitations

Limitations include the inferential nature of TF activity and cell-cell signaling. We also did not directly assess promoter or enhancer occupancy of collagen-synthesis genes by JAK-STAT factors, so direct transcriptional regulation remains to be established experimentally. Establishing causality for axes such as TWIST2/NR4A/Notch will require genetic perturbation (overexpression/knockdown/knockout) with multi-level functional assays. Ligand-receptor predictions warrant validation by spatial co-localization and orthogonal biophysical readouts. Future ChIP-seq, CUT&RUN, CUT&Tag, or reporter assays will be helpful to explore regulation of collagen synthesis. Species and modeling differences argue for replication in human 3D skin or organoids with spatial transcriptomics and multi-omics (scATAC-seq, proteomics). Finally, translational candidacy will depend on genetic/pharmacologic validation and longer-term efficacy and safety studies.

## Method

### Animals and study design

Female C57BL/6J mice (8 weeks) purchased from Charles River Laboratories (Beijing, China), were housed under specific pathogen-free conditions (12-h light/dark, 22 ± 2 °C, ad libitum chow/water). Mice were randomized to Control (Con), UV, or UV + ruxolitinib (Rux) groups. Sample size per assay is indicated in figure legends; biological replicates refer to independent mice. All procedures complied with institutional and national guidelines and were approved by the Army Medical University ethics committee.

### Construction of photoaging model

Cutaneous photoaging was performed as described previously (17). Briefly, mice were irradiated with a mixed source of UVA (315 nm~400nm, 0.60 mW/cm2) and UVB (290nm~315nm, 3.5 mW/cm2) ray every other day for 12 weeks adapted from our previously validated murine protocol, which reproducibly generates chronic photoaging phenotypes in mice; this combined exposure was selected to model the joint contribution of UVA and UVB to photoaging in a controlled experimental setting (**Supplementary Figure 1A**) (17).

### Topical ruxolitinib intervention

The dorsal skin of mice was treated immediately following each irradiation with vehicle (10% DMSO in Aquaphor) containing ruxolitinib (JAK1/2 inhibitor) (MCE, INCB18424), initially dissolved in DMSO and then mixed in Aquasum (Aquaphor), to achieve 1.5% JAK inhibitor ointment.

### Tissue collection and processing

Twenty-four hours after the final exposure, full-thickness dorsal skin was excised. For histology, tissues were fixed with 4% paraformaldehyde (PFA) and sectioned at 5 µm. For RNA, parallel pieces were snap-frozen in liquid nitrogen. For single-cell work, fresh tissue was processed immediately (below).

### Histological analysis

Hematoxylin and eosin, Masson Trichrome, Picrosirius Red and Elastica-Van Gieson staining were performed using routine procedures. Epidermal thickness and dermal cellularity were quantified from calibrated micrographs. Picrosirius Red was imaged under crossed polarizers (identical illumination/camera settings across groups). Metrics included total birefringent area, orientation coherency, and Type I/III-biased hue distributions, derived via established PSR-polarization protocols. Elastica-Van Gieson’s readouts included elastic fiber area fraction, fragmentation index (endpoints/mm after skeletonization), mean segment length, and tortuosity. All stains were imaged with fixed exposure and background balance. Color deconvolution, segmentation, and morphometry were performed in ImageJ as previously described.

### Immunohistochemistry

Paraffin sections were deparaffinized and underwent heat-induced epitope retrieval (10 mM citrate, pH 6.0, or Tris-EDTA, pH 9.0, per antibody datasheet). Endogenous peroxidase was quenched (3% H_2_O_2_). Sections were blocked (serum/protein block) and incubated with primary antibodies against p16^INK4a (Abcam, ab241543, 1:50), p21 (Cell Signaling Technology #2947, 1:200), and Ki-67 (Abcam, ab15580, 1:200), followed by HRP-linked secondary antibodies and DAB chromogen; nuclei were counterstained with hematoxylin. Negative controls (isotype and secondary-only) and positive control tissues were included in each run. Quantification used automated nuclear segmentation; labeling indices were reported for epidermal basal layer (normalized per mm basement-membrane length) and for dermal compartments.

### Real time quantitative PCR

Total RNA was isolated from fresh skin tissue and cultured cells using TRIzol. Complementary DNA (cDNA) was synthesized with the PrimeScript™ RT Reagent Kit with gDNA Eraser (Perfect Real Time; Takara, Japan). Quantitative PCR (qPCR) was performed with Power SYBR™ Green PCR Master Mix (Applied Biosystems, USA) following the manufacturers’ instructions. β-Tubulin served as the internal reference gene, and relative transcript abundance was calculated by the 2^−ΔΔCt method. All primers were synthesized by Tsingke Biotechnology (Beijing, China).

### Single-cell sequencing

Droplet-based single-cell RNA sequencing was performed on the Chromium platform (10x Genomics) using the Chromium Next GEM Single Cell 3′ Kit v3.1 (PN 1000268) to generate gene-expression (GEX) libraries. Single-cell suspensions were combined with barcoded gel beads and RT master mix, loaded onto a Chromium Next GEM Chip G with Dual Index Kit TT Set A, and processed on a Chromium Controller. After reverse transcription, emulsions were broken and cDNA was amplified to construct GEX libraries. Library yield was quantified with a Qubit 3.0 fluorometer (Life Technologies, 15387293), and fragment size distribution was evaluated using HS DNA chips on a 2100 Bioanalyzer (Agilent, G2939BA). Pooled libraries were sequenced on a NovaSeq 6000 (Illumina) using massively parallel sequencing.

### Single-cell analysis

Analysis was performed as previously described (18). Briefly Raw single-cell RNA-seq reads were processed with Cell Ranger v6.1.2 (10x Genomics) against the mm10 reference genome. Downstream analysis and visualization were performed in Seurat v5.3.0 with standard pipeline and clusters were annotated by canonical marker genes (19, 20). Differential expressions between conditions were assessed using the nonparametric Wilcoxon rank-sum test. Pseudotime were inferred with Monocle 3 (21). Transcription-factor activity was estimated with DoRothEA regulons (22). Ligand-receptor signaling networks were inferred with CellChat v2.2.0 (6). Pathway and Systems Biology Analysis were performed with fgsea v1.22.0 using MSigDB v7.5.1 (23, 24). KEGG pathway enrichment was conducted with clusterProfiler v4.4.4 (25, 26).

### Statistics

Data are presented as mean ± SE. All analyses were conducted in R v4.5.1 (27). Between-group differences were tested with two-tailed unpaired t tests. Statistical significance was defined as P < 0.05; ns, P ≥ 0.05; *P < 0.05; **P < 0.01; ***P < 0.001; **P < 0.0001.

## Data Availability

The dataset have been deposited in GEO under accession number GSE334230.

# Supplementary material for: Single-cell atlas of photoaged skin reveals JAK-STAT blockade as a strategy to reverse dermal remodeling
**Source:** Front Immunol. 2026 Jul 1;17:1748123. doi: 10.3389/fimmu.2026.1748123
**Supplement:** Supplementary file 1

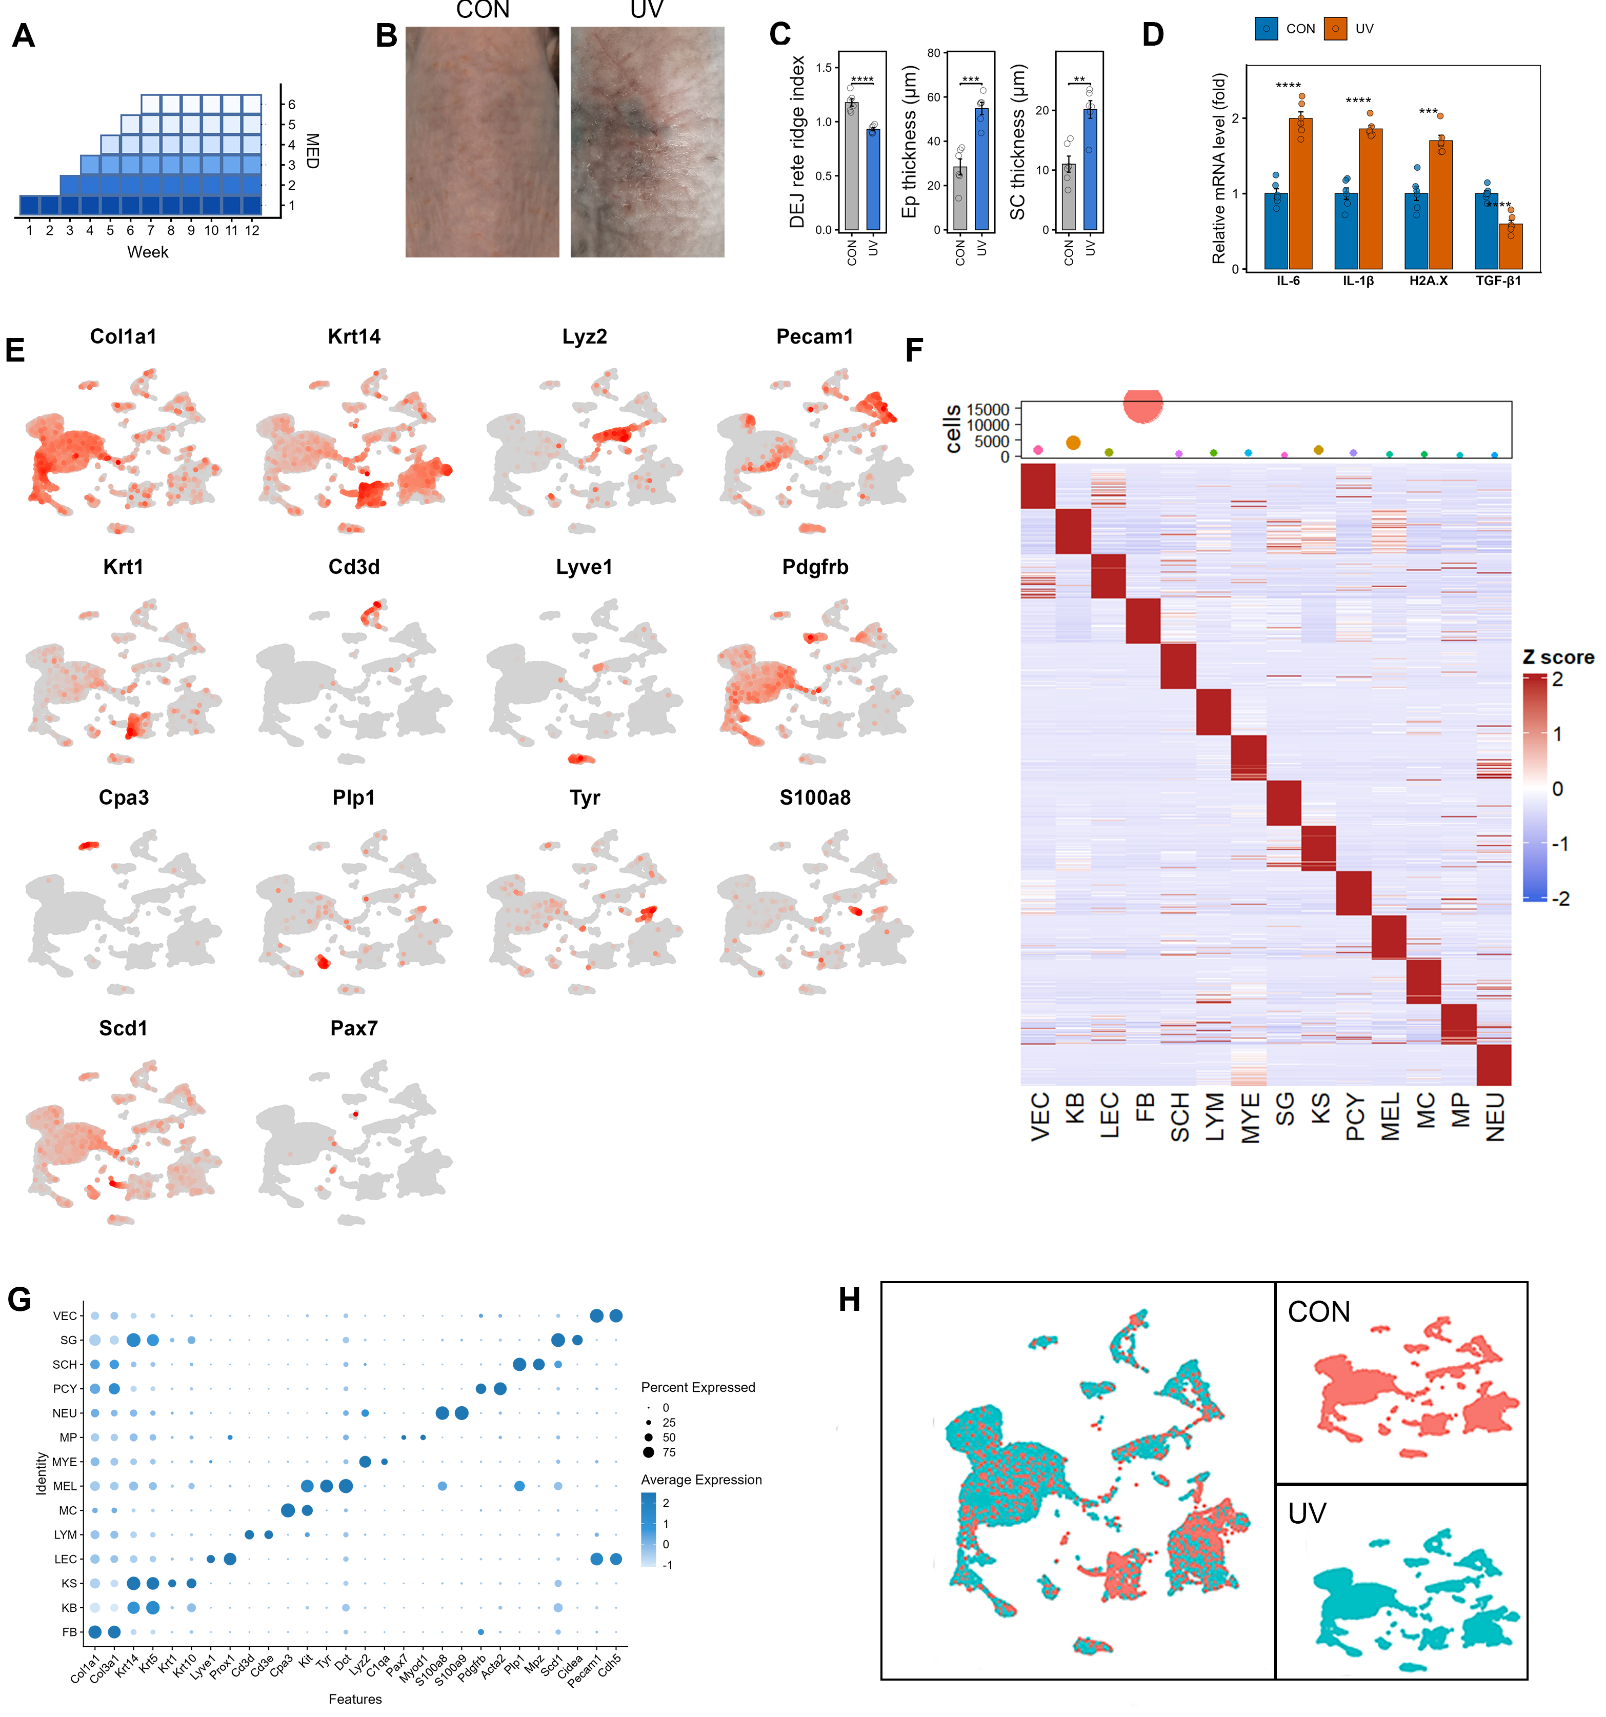

Figure S1. Extended characterization of the murine photoaging model

1. Experimental schematic of the UVA+UVB irradiation regimen used to induce cutaneous photoaging.
2. Representative dorsal skin photographs illustrating macroscopic phenotypes after chronic UV exposure, including pronounced wrinkling (deep furrows) and diminished recoil.
3. Quantitative morphometry: epidermal thickness, stratum corneum thickness, dermal-epidermal junction (DEJ) undulation index. Bars show mean ± SE (n = 6). Statistical significance: ns ≥ 0.05, * < 0.05, ** < 0.01, *** < 0.001, **** < 0.0001.
4. qPCR analysis of UV-injury and senescence-associated transcripts in whole skin. Bar graphs (mean ± SE, n = 6/group) show Il6, Il1β, H2ax, and Tgfb1 in UV versus control (CON). Statistical significance: *** < 0.001, **** < 0.0001.
5. Dot-plot of canonical marker genes across annotated cell types; dot size indicates the fraction of cells expressing each gene, and color intensity reflects average expression. Fibroblast (FB), basal keratinocyte (KB), suprabasal keratinocyte (KS), lymphatic endothelial cell (LEC), vascular endothelial cell (VEC), pericyte (PCY), sebaceous gland (SG), melanocyte (MEL), mast cell (MC), lymphocyte (LYM), myeloid cell (MYE), Schwann cell (SCH), myogenic progenitor (MP), and neutrophil (NEU)
6. Heatmap showing gene expression signatures of each cell type. Each column represents one cell type, and each row indicates the expression of one gene; the size of the dot represents cell number and the value for each gene is row-scaled Z score.
7. UMAP feature maps highlighting exemplar markers per lineage.
8. UMAP embeddings stratified by condition.

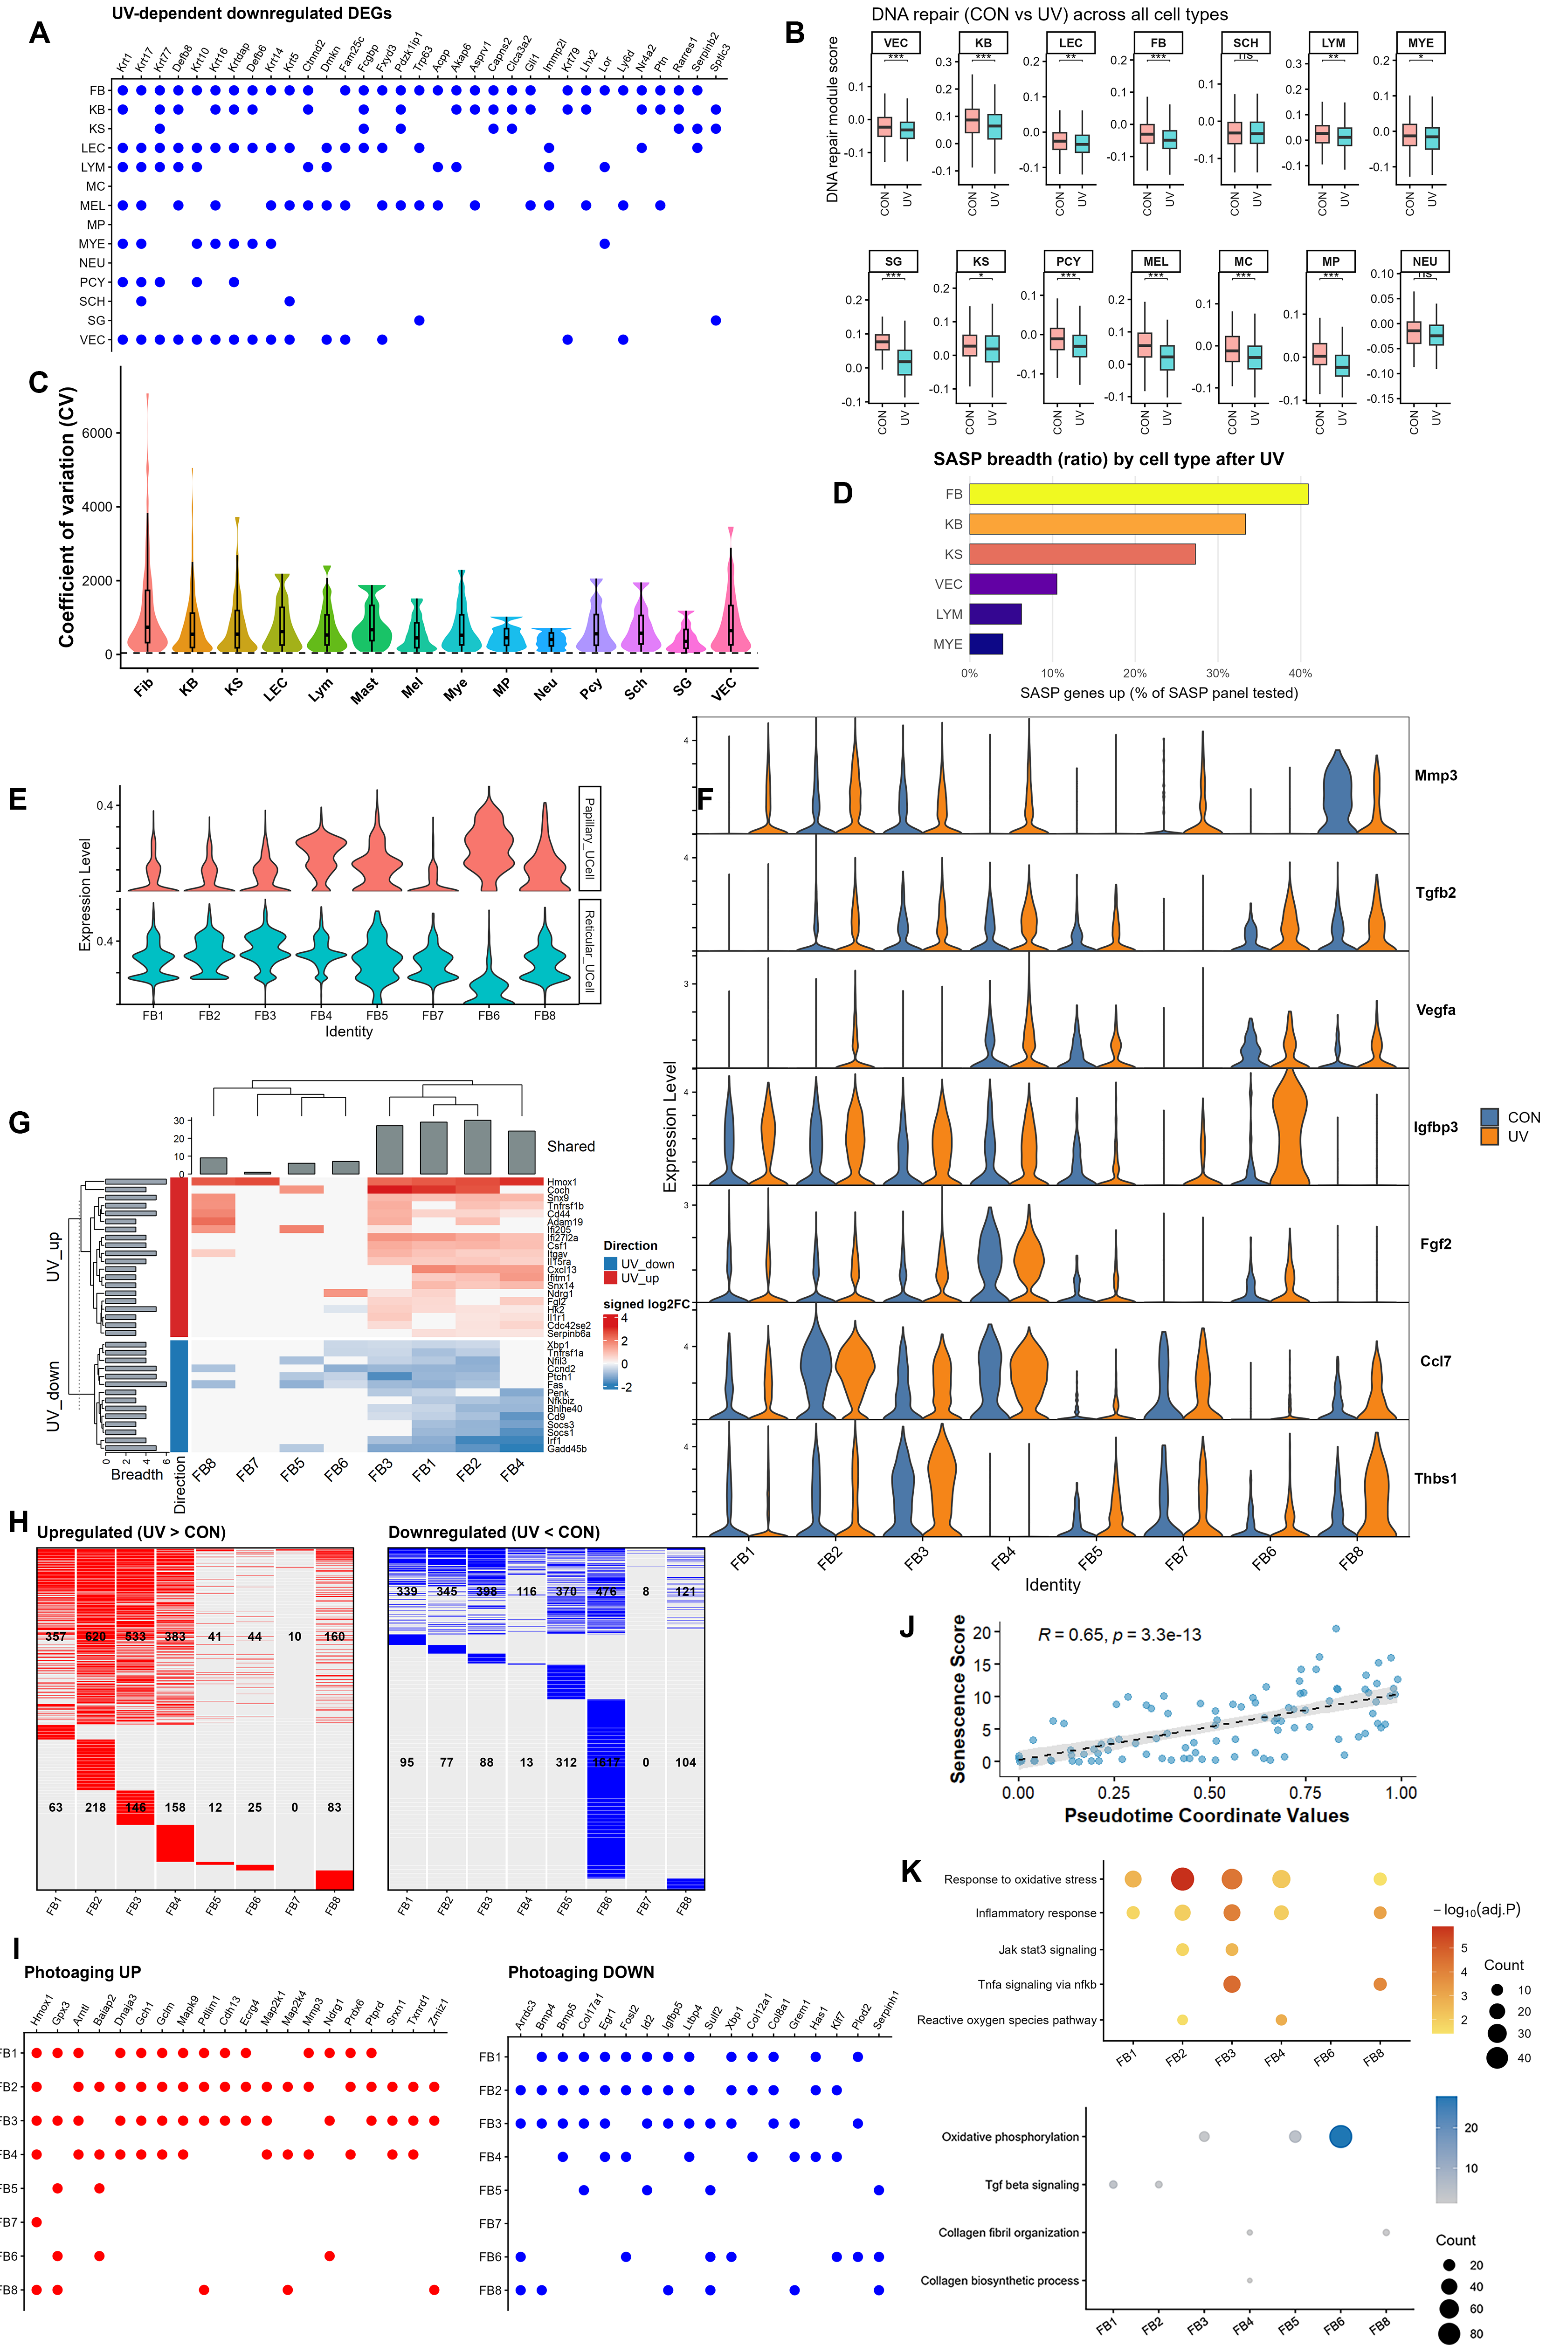

Figure S2. Expanded single-cell profiling of fibroblast states in UV-induced photoaging

1. Cross-lineage convergence of photoaging signatures. Dot plots highlight representative shared DEGs. UV-downregulated genes present in ≥3 lineages;
2. DNA repair program activity across major skin cell classes. Boxplots depict z-scored module scores for a curated DNA damage–repair gene set per cell type; ns ≥ 0.05, * < 0.05, ** < 0.01, *** < 0.001, **** < 0.0001
3. Transcriptional variability by lineage. Violin plots of within-cluster gene-expression dispersion (coefficient of variation, CV).
4. Senescence-associated secretory phenotype (SASP) engagement. Fraction of SASP-panel genes significantly up-regulated by UV in each lineage, indicating differential contribution to inflammatory remodeling.
5. Dermal compartment identities within fibroblast subsets. Violin plots display expression of papillary- versus reticular-dermis signature genes across FB1–FB8 clusters.
6. SASP gene induction in fibroblasts. Violin plots show representative SASP transcripts in Control (CON; blue) versus UV (orange).
7. JAK–STAT signaling in fibroblasts. Heatmap of differential expression between CON and UV; red indicates higher expression in UV, blue indicates lower expression relative to CON.
8. Heatmap partitions UV-induced DEGs into up-regulated (left, red) and down-regulated (right, blue) modules for each fibroblast type (columns); grey, non-significant. The upper tier (above dotted line) denotes DEGs shared by ≥2 lineages, whereas the lower tier captures lineage-restricted changes.
9. Convergent photoaging signatures. Dot plots highlight genes consistently up-regulated (left) or down-regulated (right) by UV in ≥3 fibroblast subsets.
10. Scatter plot illustrating the relationship between Senescence Scores and Pseudotime Coordinate Values.
11. Fibroblast functional reprogramming. GO-BP enrichment for fibroblast DEGs (left, up-regulated; right, down-regulated); Dot size indicates DEG counts and color intensity denotes enrichment significance.

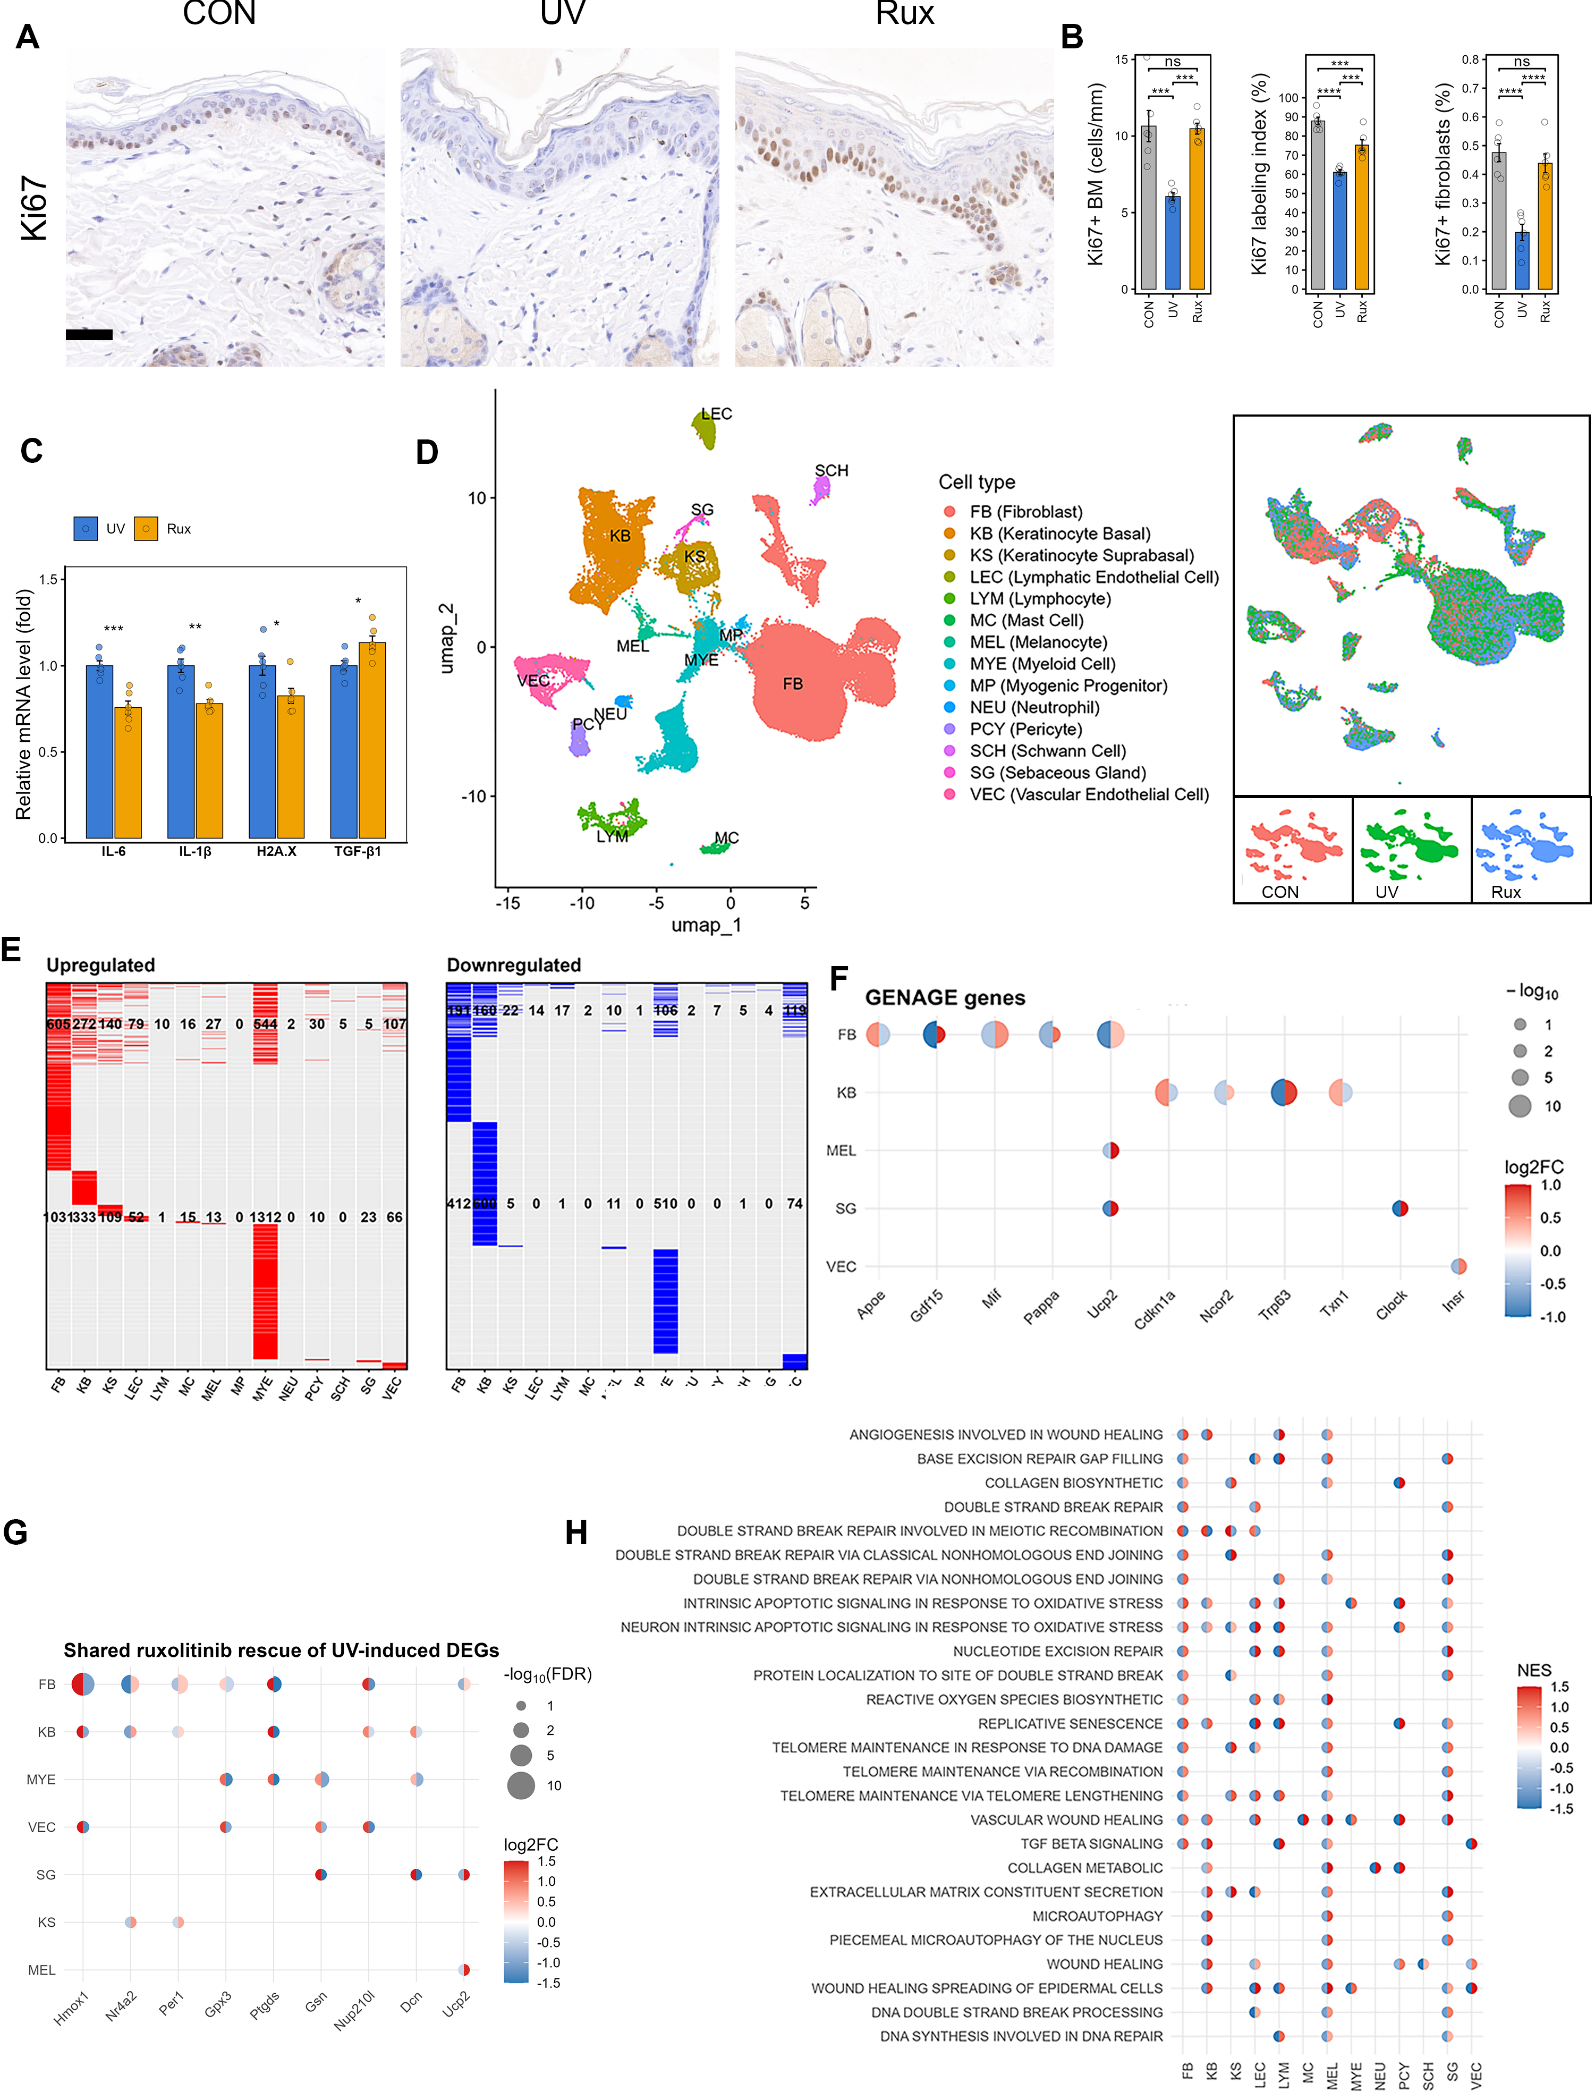

Figure S3. Ruxolitinib mitigates UV-driven DNA damage signals, preserves elastic fiber integrity, and rescues ageing-associated transcriptional programs

1. Ki-67 immunostaining per group (scale bar, 50 µm).
2. Quantification of Ki-67^+ cells per mm basement membrane (BM), Labeling index, and Ki-67^+ dermal fibroblasts per mm² (n = 6). Bars show mean ± SE; ns ≥ 0.05; * < 0.05; ** < 0.01; *** < 0.001; **** < 0.0001.
3. qPCR analysis of UV-injury and senescence-associated transcripts in whole skin. Bar graphs (mean ± SE, n = 6/group). Statistical significance: ns ≥ 0.05; * < 0.05; ** < 0.01; *** < 0.001; **** < 0.0001.
4. UMAP of all single cells colored by cell class (left) and by treatment condition (right), showing global state in cellular composition/state across CON, UV, and Rux.
5. Heatmap partitions Rux-induced DEGs into up-regulated (left, red) and down-regulated (right, blue) modules for each cell type (columns); grey, non-significant. The upper tier (above dotted line) denotes DEGs shared by ≥2 lineages, whereas the lower tier captures lineage-restricted changes.
6. GenAge ageing-associated genes rescued by ruxolitinib across cell types. Each dot denotes a DEG whose UV-induced change is directionally reversed in Rux; left semicircle encodes CON vs UV (red, up in UV; blue, down in UV), right semicircle encodes UV vs Rux (red, increased with Rux; blue, decreased with Rux). Dot size reflects significance.
7. Rux rescue at gene level. Dot plot of rescued genes: left semicircle encodes log-fold change in UV versus CON (red, up in UV; blue, down in UV); right semicircle encodes change between Rux group and UV group (red, up with Rux; blue, down with Rux). Dot size reflects statistical significance.
8. Pathway-level rescue. Dot plot of GO biological processes whose enrichment direction in CON versus UV is reversed by ruxolitinib in the corresponding UV versus Rux contrast. Left semicircle: CON vs UV (red, pathway elevated in UV; blue, reduced in UV). Right semicircle: UV vs Rux (red, increased with Rux; blue, decreased with Rux).

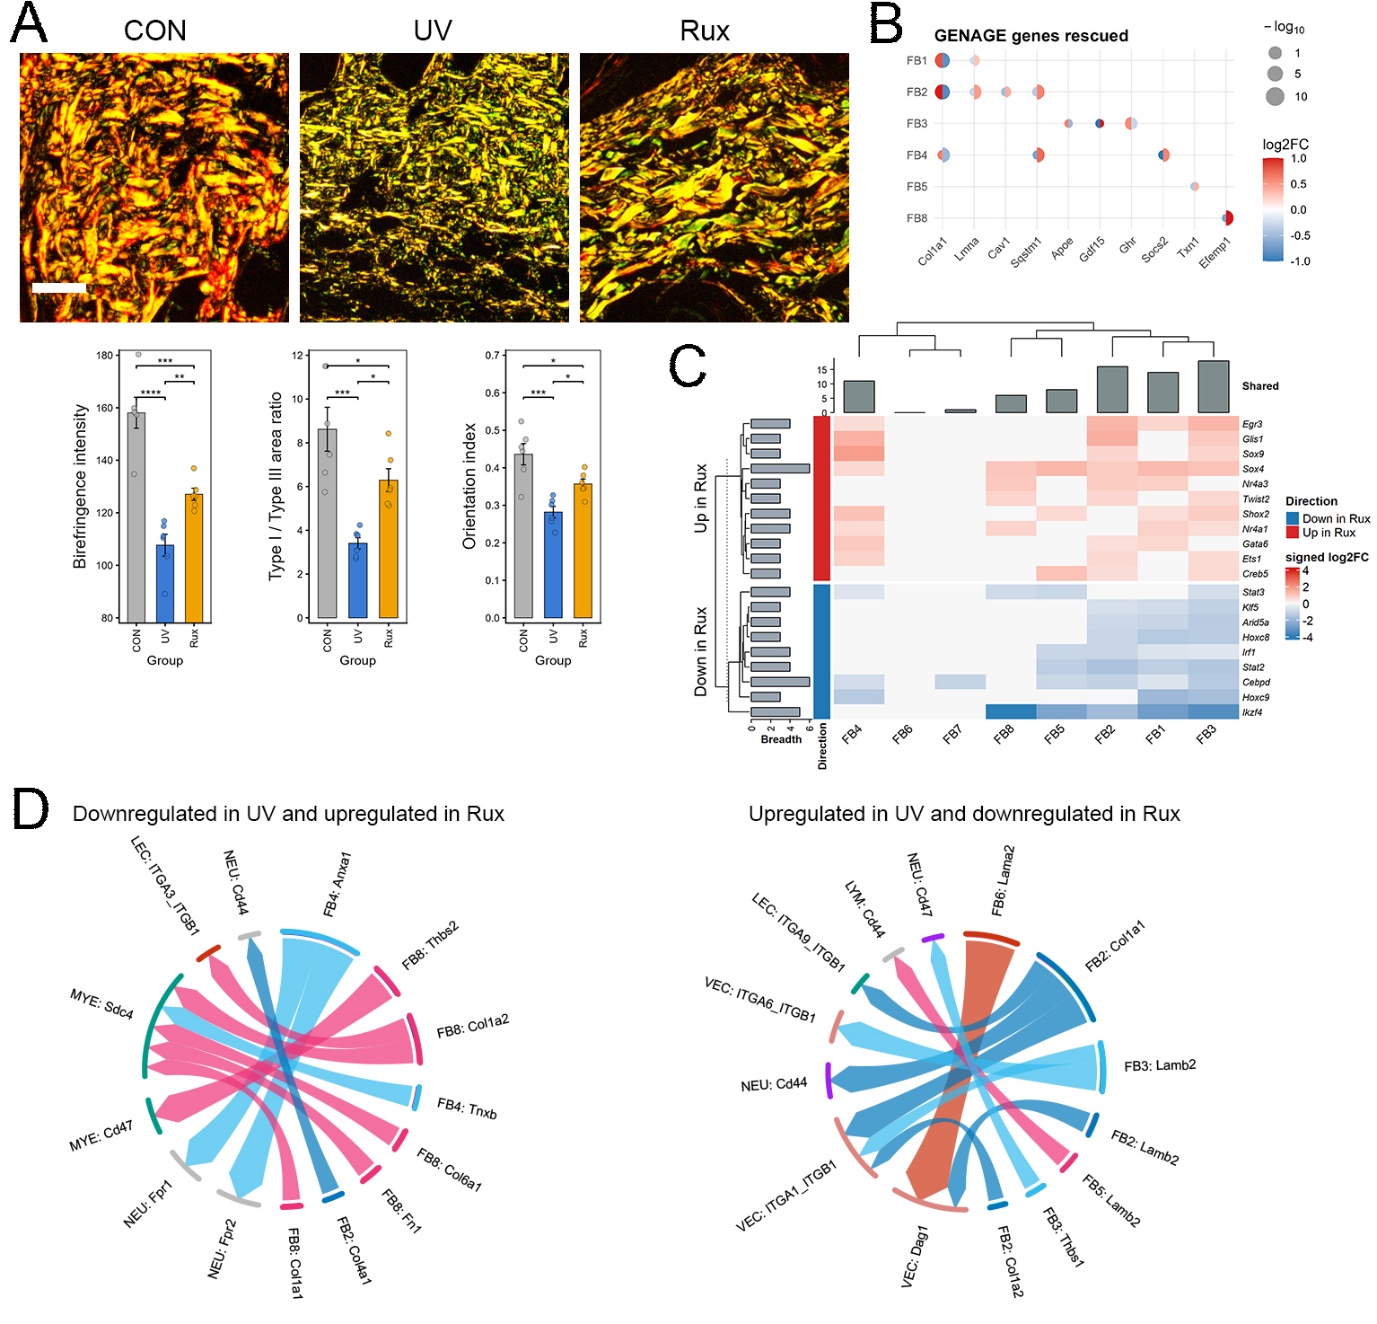

Figure S4. Ruxolitinib modulates pro-inflammatory signaling and restores collagen architecture in UV-photoaged skin

1. Collagen organization by Picrosirius Red (polarized light). Representative micrograph (scale bar, 50 µm) with quantitative readouts below: type I: type III collagen area ratio, birefringence intensity, and orientation coherency. Bars indicate mean ± SE (n = 6 per group). ns ≥ 0.05; * < 0.05; ** < 0.01; *** < 0.001; **** < 0.0001.
2. GenAge ageing genes rescued in fibroblasts. Dot plot of DEGs whose UV-induced shift (CON vs UV) is directionally reversed by ruxolitinib (UV vs Rux). Left semicircle encodes CON vs UV (red, up in UV; blue, down in UV); right semicircle encodes UV vs Rux (red, increased with Rux; blue, decreased with Rux). Dot size reflects significance (adjusted *p*).
3. Transcriptional regulators altered by ruxolitinib. Heatmap of differentially expressed transcription factors between Rux and UV fibroblasts, highlighting attenuation of stress/inflammatory drivers and reinforcement of matrix-remodeling programs.
4. Intercellular communication rescue. Circos map of ligand–receptor interactions between fibroblasts and vascular endothelial cells (VEC), lymphatic endothelial cells (LEC), lymphocytes (LYM), myeloid cells (MYE), and neutrophils (NEU). Links denote interactions perturbed by UV and shifted toward control levels with ruxolitinib; chord thickness indicates interaction strength.

How the deposited data were processed for this re-analysis (not part of the article)

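Dorsal skin of mice was profiled by droplet-based 3' single-cell RNA-seq in 3 libraries, 1 per condition: CON, UV and Rux. UVA was given at 0.6 mW/cm2 and UVB at 3.5 mW/cm2. The authors deposited, for each library, raw UMI counts per gene and cell made by Cell Ranger, whose version in the file headers is 7.0.0, with the cells it called and no further filter or normalization. The paper does not state the number of mice in a library. Of the genes in the matrices, 32158 were found by identifier in GENCODE M21, which gave their coordinates.

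FB-like cells carried 23573153, 38625766 and 56045979 UMIs in CON, UV and Rux, and NEU-like cells only 128247, 52615 and 772365, so counting intervals are narrow in the first class and wide in the second. Doublet scores were computed with Scrublet in scanpy 1.11.5 under Python 3.11.15. Seurat 5.3.0 in R 4.3.3 normalized the cells of the 3 libraries together with LogNormalize, chose 2000 variable genes, and clustered on 30 principal components at a resolution of 1.5 without batch correction. A cluster took the name of a lineage when at least 3 markers of it were each detected in at least 10% of the cells and their mean log2 score lay above that of the average cluster. It stayed unnamed when another lineage scored above −0.25 and within 1 log2 unit of the first, or when it had few UMIs per cell and none of the markers among its 10 top genes. Pseudotime used 15 neighbours and 15 diffusion components.

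No test across samples was made, because each condition had 1 library, and no genes were called changed. Sums, ratios and intervals were computed with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9. The interval of a list median came from 200 Poisson resamples, and random lists were matched in 20 bins of mean expression. Genes were named when the results text of the paper names them for a lineage compared here, when a passage needed them from a gene list, or when they were among the 10 highest or 10 lowest log2 ratios of FB-like cells with a mean of at least 50 CPM and at least 100 UMIs in the 2 libraries together. Genes outside this rule are marked as named after their values were seen.

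The alternatives were a strict and a loose filter on cells, the latter at most 20% mitochondrial UMIs, no doublet removal, a clustering resolution of 0.8, median-of-ratios scaling, equal weight per cell, and haemoglobin, keratin and mitochondrial genes left out of the totals. For lists the minimum was 10 UMIs in place of 10 CPM, for the size of change 20 CPM in place of 100, for the CV no thinning, and for subclusters and pseudotime other resolutions, another root and 15 components. The intervals were tested on simulated data at the depths of the libraries, with 200 genes changed by a factor of 2. In FB-like cells 100% of them had the right sign, and 95.2% of intervals held the true value. In MYE-like cells 99.5% had the right sign, and the interval lay on that side of 0 for 88.5%. A simulated return of every UV change in Rux gave r = −0.992 between the contrasts. Enrichment tests, regulon activity and ligand-receptor scores were left out, since they rest on tests over cells or on databases that were not installed, and histology and qPCR were not used here.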

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

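The tests of haemoglobin, of immediate-early genes in UV against CON, and of the subcluster led by Saa3 were chosen only after those results were seen, except for the comparison of haemoglobin between VEC-like and FB-like cells.

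A signal outside the genes that the paper discusses was Saa3 in FB-like cells of Rux. Its log2 ratio of Rux over CON was 3.73, and the subcluster it led held 7.58% of the FB-like cells of Rux and no cell of CON. In that subcluster Saa3 reached 5450 CPM against 85.9 CPM in the other FB-like cells of Rux. The subcluster carried 89.8% of the Saa3, 72.2% of the Hp and 79.5% of the Lcn2 UMIs of these cells, where Lcn2 was named after its values were seen. Doublets of fibroblasts and neutrophils would bring the abundant neutrophil transcripts, but S100a8 stood at 0.0218% of its level in NEU-like cells. Free RNA from lysed cells would raise Saa3 alike in other lineages, but its CPM in FB-like cells was 60.5 times that in VEC-like cells. The gap was smaller in other classes of Rux, with 399 CPM in MYE-like and 63.4 CPM in NEU-like against 742 CPM in FB-like cells. Saa3 outside fibroblasts was thus not alike between lineages, and its source in MYE-like cells was not tested. The median doublet score was 0.0769 in the subcluster and 0.0616 outside it. A state that fibroblasts entered under ruxolitinib may explain it as a hypothesis, but a feature of the 1 Rux library or of its skin stays open, and neither was tested.

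Blood was a signal in a cell class that the paper does not report. Erythrocyte-like cells made up 1.01% of Rux cells, and haemoglobin genes in VEC-like cells had a log2 ratio of UV over CON of 5.3. Their log2 ratio was 5.00 higher in VEC-like than in FB-like cells, while it was above 0 in all 8 lineages. The rise was not special to VEC-like cells, with 6 in SCH-like and 4.94 in LEC-like cells. It was lowest in FB-like cells, at 0.30, where few CON cells held all 1215 of their haemoglobin UMIs. Free RNA from lysed cells therefore cannot be told apart from other sources by the summed UMIs, in which few cells hold most of the counts. Free RNA is a candidate explanation for the cells with few such UMIs, since the share of cells with a haemoglobin UMI rose by at least 24.0 percentage points in each of the 7 lineages outside the epidermis. In FB-like cells it went from 3.20% to 27.2% and in VEC-like cells from 3.71% to 28.8%. For the sum in VEC-like cells, erythrocytes captured together with a few endothelial cells are a candidate explanation, since 10% of the VEC-like cells of UV held 97.6% of these UMIs. More blood in irradiated skin stays open beside the handling of 1 sample, and neither was tested.

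The dissociation-stress list, which holds immediate-early genes, moved in opposite directions in 2 lineages, with a log2 ratio of UV over CON of −0.98 in FB-like and 0.51 in KB-like cells. The difference was not tested. The list was lower in UV in 6 of 8 lineages, with −0.55 in LYM-like, −0.51 in PCY-like and −0.40 in MYE-like cells. A stress of dissociation shared by all cells of the CON suspension would lower it in each lineage, while KB-like cells had 0.51. The clusters that make up this class changed their shares, so such a stress cannot be told apart from an effect of UV. With the clusters of FB-like cells weighted as in CON the list had −0.22, but a cluster was itself led by these genes, so another mix of fibroblast states cannot be told apart from a change within states. A stress that reached some lineages more than others stays open too and was not tested.

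The list of p53-mediated apoptosis also moved in opposite directions, with a log2 ratio of UV over CON of −0.58 in FB-like and 0.50 in KB-like cells, and the difference was not tested. It was above 0 in 5 of 8 lineages, with 0.48 in VEC-like cells, so the signs did not part dermis from epidermis. No technical explanation was tested for this list, and a response to UV that differs between lineages stays open. The changed mix of clusters within KB-like cells stays open beside it.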

How the results depend on the processing

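The settings with clusters weighted as in CON, with the low-UMI cluster added, without the clusters led by basal markers, without the Trdc-led cluster and with equal UMIs per class were chosen only after the results were seen.

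No paired analysis was possible because each condition had 1 library from 1 sample, and no result had a test, so values were compared with their own counting interval or range of draws. Of 78 alternative values of composition, 58 stayed within that interval and 20 moved. The order of CON and UV for KS-like cells, 2.45% and 0.215%, turned at a clustering resolution of 0.8, to 0.130% and 0.147%, with overlapping intervals. A change of sign was counted only where the interval of the first value excluded 0, and other values that crossed 0 were counted as within the interval or as moved. For medians of lists, of 501 alternative values 369 stayed within, 114 moved and 18 changed sign, and for single genes 1217, 290 and 15 of 1522. The sign changes counted in this way fell on 12 of 63 list values and 15 of 190 gene values. Among the counts of lineages, 28 of 28 stayed within 1.5 times their first value, as did all 3 of retained cells, and all 20 values of subclusters stayed within that limit or their interval. Of 10 values of lists along pseudotime, 4 changed sign, all with the other root, so the direction of the order depends on its root. Below, values are log2 ratios unless a unit is given, and the cause was not tested unless stated.

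Under the strict filter on cells, FB-like cells made up 34.2% of CON, 52.2% of UV and 56.9% of Rux cells and KB-like cells made up 5.41% of Rux cells. The sign changed for Col1a1, FB-like cells, log2 Rux/UV (0.000297). FB-like cells ranked 3 for Rux over UV by size of change. Under the loose filter, the value moved for the SASP list (KB-like, UV over CON, 0.85). FB-like cells ranked 1 for UV over CON and 5 for Rux over UV by size of change. Pearson r across genes was −0.253 in FB-like cells. Without doublet removal, FB-like cells made up 29.4% of CON cells, KB-like cells made up 6.92% of CON and 5.25% of Rux cells and KS-like cells made up 0.174% of CON and 0.225% of Rux cells. A change of sign was seen in the keratinocyte-differentiation list (KB-like, UV over CON, 0.39), the keratinocyte-differentiation list (KS-like, UV over CON, 0.81), the DNA repair list (KB-like, UV over CON, −0.0518), the wound-healing list (KB-like, Rux over UV, 0.16), Itga5 (KB-like, Rux over UV, 0.31) and Cd44 (KB-like, Rux over UV, 0.0182). Moves were seen in the inflammation list (FB-like, UV over CON, −0.0863) and the SASP list (KB-like, UV over CON, 1.11). Pearson r across genes was −0.221 in FB-like cells and 0.207 in KB-like cells. At a clustering resolution of 0.8, FB-like cells made up 50.3% of UV cells, KB-like cells made up 6.61% of UV and 7.32% of Rux cells and KS-like cells made up 0.130% of CON and 0.226% of Rux cells.

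Under median-of-ratios scaling, the direction turned for the JAK-STAT list (FB-like, UV over CON, 0.00280), the JAK-STAT list (MYE-like, UV over CON, 0.0183), Cxcl1 (FB-like, UV over CON, 0.12), Dcn (FB-like, UV over CON, 0.0972), Txn1 (FB-like, UV over CON, 0.0428) and Col4a1 (FB-like, UV over CON, 0.0709). Values moved for the ECM-disassembly list (FB-like, UV over CON, 0.29), the oxidative-stress list (FB-like, UV over CON, 0.37), the inflammation list (FB-like, UV over CON, 0.0885), the DNA repair list (FB-like, UV over CON, −0.14), the SASP list (FB-like, UV over CON, 0.47) and the collagen-organization list (FB-like, UV over CON, −0.0214). With equal weight per cell, the sign changed for the keratinocyte-differentiation list (KS-like, UV over CON, 0.71), the basement_membrane list, KB-like cells, log2 Rux/UV (−0.00244), the wound_healing list, KB-like cells, log2 Rux/UV (0.00589), the collagen-organization list (KB-like, Rux over UV, −0.21), Il6, FB-like cells, log2 UV/CON (−0.00362), Jak1 (FB-like, UV over CON, −0.00668), Jak2 (FB-like, UV over CON, −0.0153) and Bgn (KB-like, Rux over UV, −0.22). Moves were seen in the inflammation list (FB-like, UV over CON, −0.15), the DNA repair list (KB-like, UV over CON, 0.16), the SASP list (FB-like, UV over CON, 0.25), the SASP list (KB-like, UV over CON, 0.81), the collagen-organization list (FB-like, UV over CON, −0.0341) and the collagen-organization list (FB-like, Rux over UV, 0.10). With haemoglobin, keratin and mitochondrial genes out of the totals, the value moved for the DNA repair list (FB-like, UV over CON, −0.39). With no minimum apart from 10 UMIs, which brings in genes of low expression, a change of sign was seen in the keratinocyte-differentiation list (KB-like, UV over CON, 0.0808), the inflammasome list (KB-like, Rux over UV, 0.49) and the DNA repair list (FB-like, Rux over UV, 0.0932). Moves were seen in the inflammation list (FB-like, UV over CON, −0.32), the DNA repair list (FB-like, UV over CON, −0.39), the SASP list (FB-like, UV over CON, 0.15) and the basement-membrane list (FB-like, Rux over UV, 0.0846).

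With equal UMIs per class, where fewer UMIs widen all ratios, the size of change of UV over CON was 0.402 in FB-like cells, 0.396 in KB-like cells, 0.411 in LYM-like cells and 0.368 in MYE-like cells. The size of change of Rux over UV was 0.361 in FB-like cells, 0.361 in KB-like cells, 0.326 in LYM-like cells and 0.399 in MYE-like cells. FB-like cells ranked 3 for Rux over UV by size of change. With a mean of at least 20 CPM, where more genes with few UMIs enter, the size of change of UV over CON was 0.341 in FB-like cells, 0.351 in LYM-like cells and 0.316 in MYE-like cells. The size of change of Rux over UV was 0.294 in FB-like cells, 0.267 in LYM-like cells and 0.321 in MYE-like cells. FB-like cells ranked 3 for UV over CON by size of change. Without thinning and over all cells, the CV of FB-like cells was 2.39 in CON, rank 5 and 2.38 in UV, rank 7. With the root at the highest papillary score, CON had 36.2% in the lower, 45.7% in the middle and 18.1% in the upper tertile, UV had 23.5% in the lower, 28.9% in the middle and 47.6% in the upper tertile and Rux had 41.1% in the lower and 29.5% in the upper tertile. Upper over lower tertile, the value was −0.0389 for the papillary list, 0.28 for the reticular list, 0.37 for the SASP list and 0.49 for the inflammation list. With 15 components, CON had 23.4% in the lower and 53% in the middle tertile and UV had 24.9% in the middle tertile. Upper over lower tertile, the value was −0.59 for the SASP list.

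With the low-UMI cluster led by Mgp and Gdf10 counted as fibroblast-like, which adds its cells, FB-like cells made up 36.7% of CON, 54.8% of UV and 58.9% of Rux cells. Values moved for the inflammation list (FB-like, UV over CON, −0.0885) and the SASP list (FB-like, UV over CON, 0.30). Without the clusters led by basal markers, KB-like cells made up 5.93% of CON, 3.59% of UV and 4.66% of Rux cells. The direction turned for the keratinocyte-differentiation list (KB-like, UV over CON, 0.0813) and the DNA repair list (KB-like, UV over CON, −0.0887). Of 26 list values in this setting, 16 moved, among them the SASP list (KB-like, UV over CON, 0.90), 2 changed sign and 8 stayed within. Of 29 gene values, 11 moved and 18 stayed within. Pearson r across genes was 0.226 in KB-like cells. Without the cluster led by Trdc, which removes a cluster of 1 library, the size of change of UV over CON was 0.232 in LYM-like cells. FB-like cells ranked 1 for UV over CON by size of change. With FB-like cells clustered without the collagen genes and clusters weighted as in CON, which removes the change of mix, the sign changed for the JAK-STAT list (FB-like, UV over CON, 0.00600), the collagen-organization list (FB-like, UV over CON, 0.30), the collagen-organization list (FB-like, Rux over UV, −0.21), Col1a1 (FB-like, UV over CON, 0.23), Col1a2 (FB-like, UV over CON, 0.30), Col3a1 (FB-like, UV over CON, 0.52) and Col3a1 (FB-like, Rux over UV, −0.71). The value moved for the SASP list (FB-like, UV over CON, 0.0576).

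Depth limits the small classes most. KS-like cells of UV had 443808 UMIs in 22 cells, NEU-like cells of UV 52615 UMIs, and Rux held 1 SG-like cell, so ratios in these classes rest on few cells.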

Differences from the paper's values

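The settings without the Trdc-led cluster, with clusters weighted as in CON, without the clusters led by basal markers and with the low-UMI cluster added were chosen after seeing the values. Cells kept, lineages present and fibroblast subtypes, the values the paper states for measures also computed here, stayed within 1.5 times each other, except for 17 subclusters at a subclustering resolution of 0.8 against the paper's 8.

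The paper names an earlier version of Cell Ranger than the 7.0.0 in the headers of the files. It gives the mice as female, whereas Y-linked Uty had 78.5, 84.4 and 78.8 CPM in CON, UV and Rux. The paper finds the abundances of lineages comparable, whereas FB-like cells went from 31.3% in CON to 48.6% in UV, KB-like cells from 10.9% to 4.47%, and NEU-like cells from 0.235% in UV to 2.46% in Rux. KS-like cells fell from 2.45% to 0.215%, but were near equal at a clustering resolution of 0.8 and without doublet removal. Fibroblast taxonomy is preserved in the paper, whereas the subcluster led by Saa3 had 0 cells in CON.

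The paper places the largest change under UV in fibroblasts, whereas FB-like cells ranked 2 of 9 at equal numbers of cells. They ranked 1 under the loose filter and, chosen after seeing the values, without the Trdc-led cluster. For ruxolitinib it does so again, whereas MYE-like cells ranked 1 and FB-like cells 4 of 10. With equal UMIs per class, chosen after seeing the values, FB-like cells ranked 2 for UV and 3 for ruxolitinib, as they did for ruxolitinib under the strict filter. The paper gives fibroblasts the highest CV, whereas they ranked 6 of 9 in UV, among classes that lay close together. Counting noise makes up much of these values, so this rank does not decide how heterogeneous fibroblasts were. SASP genes rise most broadly in fibroblasts in the paper, by the share of its panel that passed a test. By sign alone, 23 of 34 were higher in FB-like and 24 of 28 in KB-like cells. These denominators hold only genes above the CPM minimum in each class, out of 46 listed, so the counts themselves are near equal. Signs in FB-like cells also carry the shift of −0.11 over all genes.

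Inflammation rises in fibroblasts of UV in the paper, whereas its list had −0.05 in FB-like cells; it had 0.09 under median-of-ratios scaling. JAK-STAT activity rises in them in the paper, whereas its list had −0.14; it had 0.00 under that scaling and 0.01 with clusters weighted as in CON, chosen after seeing the values. In immune cells the paper finds the same, whereas MYE-like cells had −0.10, and 0.02 under that scaling, while LYM-like cells had 0.02. DNA repair genes fall in basal keratinocytes in the paper, whereas its list had 0.10 in KB-like cells; it had −0.05 without doublet removal and −0.09 without the clusters led by basal markers, chosen after seeing the values. A list of core repair enzymes fell there. SASP and matrix genes rise in the paper mainly in some fibroblast subtypes, whereas over all FB-like cells Il1b had −0.51, Cxcl1 −0.02 and Mmp13 −0.22. For Il1b, with few UMIs, the counting interval also held no change. Cxcl1 had 0.12 under median-of-ratios scaling, and Mmp13 had 0.11 without doublet removal, 0.62 with equal weight per cell and 0.05 with the low-UMI cluster, chosen after seeing the values.

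Pseudotime runs from papillary to reticular with senescence rising in the paper, whereas the upper over the lower tertile had 1.36 for the papillary and −0.49 for the SASP list; with the root at the highest papillary score these were −0.04 and 0.37. Inflammatory signaling rises in transitional subtypes in the paper, whereas its list was higher in UV in 0 of 8 subclusters.

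With ruxolitinib the paper has Thbs1 rise in fibroblasts and Itga5 in keratinocytes and Gpx3 fall in the latter, whereas they had −0.27, −0.31 and 0.04. Itga5 had 0.31 without doublet removal, and Gpx3 had −0.08 under the strict filter, −0.11 under the loose filter, −0.40 with equal weight per cell and −0.08 without the clusters led by basal markers, chosen after seeing the values. Inflammatory transcripts fall in the paper, whereas their list had 0.16 in FB-like and 0.55 in MYE-like cells. Wound healing gains in basal keratinocytes in the paper, whereas its list had −0.13; it had 0.16 without doublet removal and 0.01 with equal weight per cell. Collagen organization gains in suprabasal cells in the paper, whereas it had −0.18; it had 0.15 with equal weight per cell. ECM disassembly falls in the paper, whereas it had 0.36 in KB-like cells. Apoptosis through p53 and SASP programs fall in the paper, whereas their lists had 0.24 and 0.15 in FB-like cells.

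Reversal reaches keratinocytes in the paper, whereas directions were opposite in KB-like cells for 3 of 6 genes of the stress axis and 6 of 12 aging regulators. Dcn is restored in the paper, whereas in FB-like cells it fell in both contrasts; under median-of-ratios scaling it had 0.10 and then −0.09. Col1a1 and Col1a2 rise with ruxolitinib in fibroblasts in the paper, whereas they had −0.02 and −0.14, with Col1a1 at 0.00 under the strict filter. Gpx1, Cxcl1 and Tslp fall in the paper, whereas they had 0.37, 0.15 and 0.40. Several transcription factors gain activity in the paper, whereas the mRNA of Atf4 had −0.29, Xbp1 −0.01 and Zbtb11 0.00; with equal weight per cell Xbp1 had 0.01 and Zbtb11 0.11. Signals through Sdc4, fibronectin, Cd44 and Anxa1 are restored or amplified in the paper, whereas the mRNA had −0.40 for Sdc4 and −0.25 for Cd44 in KB-like cells, and −0.29 for Fn1 and −0.33 for Anxa1 in FB-like cells. Cd44 had 0.02 without doublet removal.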

Other observations

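The tests of keratins in other lineages, of suprabasal cells, of collagen by fibroblast mix, of opposite changes with separate UV cells, of clock genes by counting interval and of the sex of the mice were chosen only after those results were seen.

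Keratin genes were lower in UV than in CON in 7 lineages that do not make them, with log2 ratios of the summed UMIs of at most −1.25. Free RNA from lysed cells, more of it in the CON suspension, is a candidate explanation. A change of the keratins within these lineages was not tested.

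Suprabasal keratinocyte-like cells were fewer in UV than in CON. Epidermal cells lysed in the UV suspension would leave keratin RNA in it, against which the lowest log2 ratio of keratins over the 7 other lineages, −2.11, speaks. The number of cells with this name depended on the clustering, but cells put into another class by the naming rule would leave Krt10 over all cells unchanged, and its log2 ratio was −2.95. Another piece of skin or another yield of epidermis in dissociation cannot be told apart from an effect of UV with 1 library per condition.

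Another mix of fibroblast states is a candidate explanation for the lower collagen list in FB-like cells of UV and for its rise in Rux. With the clusters weighted as in CON, the log2 ratios were 0.30 for UV over CON and −0.21 for Rux over UV, both against the direction over all FB-like cells. The second value rests in large part on a cluster with 21 cells of Rux, but in clusters with at least 50 cells in UV and Rux the list was also lower in Rux in 8 of 11. What changed the mix, UV and ruxolitinib among the possible causes, was not tested.

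Changes in the 2 contrasts were opposite across genes of FB-like cells. Counting noise that both contrasts take from the UV library would be lost with other UV cells in each contrast, but r stayed at −0.25. Unchanged libraries gave r = −0.47, a value of noise alone that sets no level for ratios much wider than noise, so another feature of the 1 shared UV library cannot be told apart from a reversal by ruxolitinib. FB-like cells ranked 6 by CV in UV at the same number of cells and depth, and 7 without thinning. Since the highest rank was not seen in either way, the part of number of cells and depth in such a rank cannot be told apart from others.

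Clock genes differed between UV and CON, with the evening list below 0 beyond counting error in 3 of 8 lineages and above it in 0, and the morning list above it in 2 and below in 0. The 2 lists lay on opposite sides of 0 in 1 lineage, so the time of day of collection cannot be told apart from an effect of UV. Dissociation stress in 1 suspension would move immediate-early genes in the same direction in all lineages, but in Rux over UV they had 0.11 in FB-like, −0.23 in KB-like and −0.15 in MYE-like cells, and lay above 0 beyond counting error in 4 of 8 lineages and below it in 2. Glucocorticoid exposure is a candidate explanation for the rise of Zbtb16, Klf9 and Per1 in FB-like cells of Rux, since the other genes of that list lay above 0 beyond counting error in 4 of 8 lineages and below it in 0. It was not separated from an effect of ruxolitinib. Mice of the other sex in 1 library would shift Ddx3y far from 0, but its log2 ratio of UV over CON over all cells was 0.07.

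In FB-like cells of CON, UV and Rux, Cdkn2a had 45.1, 8.21 and 23.0 CPM, H2afx 24.1, 11.3 and 12.8 CPM, and Mki67 26.0, 6.39 and 4.14 CPM. Tgfb1 had 45.1 and 39.9 CPM in CON and UV, and its log2 ratio of Rux over CON was 0.83. Over all cells Il1b had 52.0, 44.5 and 257 CPM.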
